# Breast and pancreatic cancer interrupt IRF8-dependent dendritic cell development to overcome immune surveillance

**DOI:** 10.1038/s41467-018-03600-6

**Published:** 2018-03-28

**Authors:** Melissa A. Meyer, John M. Baer, Brett L. Knolhoff, Timothy M. Nywening, Roheena Z. Panni, Xinming Su, Katherine N. Weilbaecher, William G. Hawkins, Cynthia Ma, Ryan C. Fields, David C. Linehan, Grant A. Challen, Roberta Faccio, Rebecca L. Aft, David G. DeNardo

## Abstract

Tumors employ multiple mechanisms to evade immune surveillance. One mechanism is tumor-induced myelopoiesis, whereby the expansion of immunosuppressive myeloid cells can impair tumor immunity. As myeloid cells and conventional dendritic cells (cDCs) are derived from the same progenitors, we postulated that myelopoiesis might impact cDC development. The cDC subset, cDC1, which includes human CD141^+^ DCs and mouse CD103^+^ DCs, supports anti-tumor immunity by stimulating CD8^+^ T-cell responses. Here, to understand how cDC1 development changes during tumor progression, we investigated cDC bone marrow progenitors. We found localized breast and pancreatic cancers induce systemic decreases in cDC1s and their progenitors. Mechanistically, tumor-produced granulocyte-stimulating factor downregulates interferon regulatory factor-8 in cDC progenitors, and thus results in reduced cDC1 development. Tumor-induced reductions in cDC1 development impair anti-tumor CD8^+^ T-cell responses and correlate with poor patient outcomes. These data suggest immune surveillance can be impaired by tumor-induced alterations in cDC development.

## Abstract (web summary)

Tumors escape the immune system through many mechanisms. Here the authors show that certain tumors inhibit anti-tumor immunity by stopping the production of conventional dendritic cells (cDCs) in the bone marrow, therefore depleting the pool of cDCs available to present antigen to CD8^+^ T cells.

## Introduction

To subvert immune surveillance, solid tumors disrupt tumor-targeted immune responses. Conventional dendritic cells (cDCs) support anti-tumor adaptive immunity by stimulating T cells, but cDCs often fail to accumulate in the tumor microenvironment^1,2^. Furthermore, those cDCs found in the tumor can be immature and are therefore less effective in antigen presentation and T-cell stimulation^3–6^. Solid tumors also interfere with anti-tumor immune responses by stimulating immature granulocyte and monocyte production from bone marrow (BM) progenitors. Expanded myeloid cells are recruited to tumors where they can maintain an immature phenotype or differentiate into tumor-associated macrophages. All of these populations can suppress anti-tumor CD8^+^ T cells as well as promote tumor progression through support of angiogenesis and metastasis^7–10^. Interestingly, cDCs are produced from the same BM progenitors as the expanding populations of granulocytes and monocytes^11,12^. Although granulocyte and monocyte differentiation is known to be dysregulated in cancer^7–10^, we do not fully understand how tumors affect cDC differentiation. Because of their common origin, we hypothesized that tumor-induced expansion of immature granulocytes and monocytes occur at the expense of cDC differentiation.

cDCs play an important role in initiating and maintaining adaptive immune responses. cDCs are split into two subsets: cDC1s, which specialize in CD8^+^ T-cell activation, and cDC2s, which specialize in CD4^+^ T-cell activation. The cDC1s are marked by CD141 in humans and encompass both migratory CD103^+^ cDC1s and lymphoid-resident CD8α^+^ cDC1s in mice. cDC2s are also found in both lymphoid and peripheral tissues and are marked by CD1c in humans and CD11b and Sirpα in mice^13–16^. The development of cDC1s is driven by the transcription factors interferon regulatory factor-8 (IRF8), basic leucine zipper transcription factor ATF-like 3 (Batf3), and inhibitor of DNA binding 2 (Id2)^13,17–19^. The development of cDC2s is driven by a different set of transcription factors including interferon regulatory factor 4 (IRF4).

Because of their role in activating CD8^+^ T cells, cDC1s have been implicated in supporting the T-cell response against solid tumors. CD103^+^ cDC1s are known to cross-present antigen to activate CD8^+^ T cells and secrete factors that attract T cells into the tumor^18,20,21^. Furthermore, CD103^+^ cDC1s are important for transporting antigen into the draining lymph nodes (LNs), supporting T-cell activation and expansion^2,22,23^. Given these functions, it is understandable that CD103^+^ cDC1s have been implicated in initiation and maintenance of CD8^+^ T-cell responses against tumors. CD103^+^ cDC1s are required to restrain tumor growth and support response to CD8^+^ T cell-mediated chemo- and immune-therapies in multiple mouse models of solid tumors. In patients, intratumoral CD141^+^ cDC1 numbers correlate with better outcomes in many types of solid tumors, including breast cancer (BC)^1–3,18,24–26^. Thus, cDC1s are important mediators of the anti-tumor CD8^+^ T-cell response and can function to control tumor progression in mice and humans.

Given their important role in supporting anti-tumor immunity, we inquired whether tumor progression affects the generation of cDCs. Recent work has shown that after committing to the granulocyte, monocyte, or cDC lineage, cDC precursors can commit to the cDC1 subset during differentiation before leaving the BM^27–31^. Given that differentiation choice can be made outside the tumor microenvironment, we hypothesized that systemic changes induced by tumors might impair cDC, and further cDC1, commitment in the BM, and subsequently influence cDC1s in the periphery and anti-tumor immunity. In this study, we show that tumors interrupt cDC, and specifically cDC1, differentiation in BC and pancreatic ductal adenocarcinoma (PDAC) mouse models and patients. This interruption reduces the systemic cDC1 pool, negatively impacting CD8^+^ T-cell immunity and correlating with poor patient outcome. Our data illustrate a new mechanism by which tumors subvert anti-tumor immunity via dysregulation of cDC1 differentiation.

## Results

### BC and PDAC patients have reduced BM cDC differentiation

cDCs are important for initiating and sustaining anti-tumor T-cell responses^1,2,22^. To understand the impact of tumors on development of cDCs, we profiled BM samples from human BC and PDAC patients with localized disease and no prior therapy. We analyzed the following cDC progenitors: macrophage-dendritic cell progenitors (MDPs), which retain monocyte/macrophage potential; common dendritic cell progenitors (CDPs), which retain plasmacytoid DC (pDC) potential; and pre-DCs, which are committed to the cDC lineage. Relative to BM from healthy controls, BM from both BC and PDAC patients had decreased numbers of CDPs and pre-DCs. MDPs were reduced in BC patients but not PDAC patients (Fig. 1a, b, Supplementary Fig. 1a, Supplementary Table 1). These data suggest the defect in BM progenitors is strongest and most consistent after progenitors start to commit to the cDC lineage. We also analyzed cells of the cDC subsets, cDC1s and cDC2s, found in the BM. Patient populations showed a decrease in CD141^+^ cDC1s and CD1c^+^ cDC2s (Fig. 1a, b). As illustrated in Fig. 1a, CD141^+^ cDC1s are rare in the BM but are dramatically reduced in BC and PDAC patients. We validated these findings using a second cohort of BC patients (Supplementary Fig. 1b). In contrast to the cDC lineage, an expansion of BM immature granulocytes (CD11b^+^CD33^Hi^CD14^-^CD15^+^), potentially a subset of myeloid-derived suppressor cells, was observed in both cancer types (Fig. 1b). This result is in agreement with published observations in several other solid tumor types^8,32–35^. To determine if the reduction in cDCs extended into the periphery, where cDCs are thought to function^13,18^, we analyzed BC and PDAC patient blood samples and found reduced pre-DC numbers and increased immature granulocyte numbers relative to healthy controls (Fig. 1c, Supplementary Fig. 1c). We validated these findings in a second cohort of PDAC patients (Supplementary Fig. 1d). Together, these data suggest that cancer results in decreased cDC lineage cells in the BM and decreases in the systemic pool of pre-DCs.

**Fig. 1:**
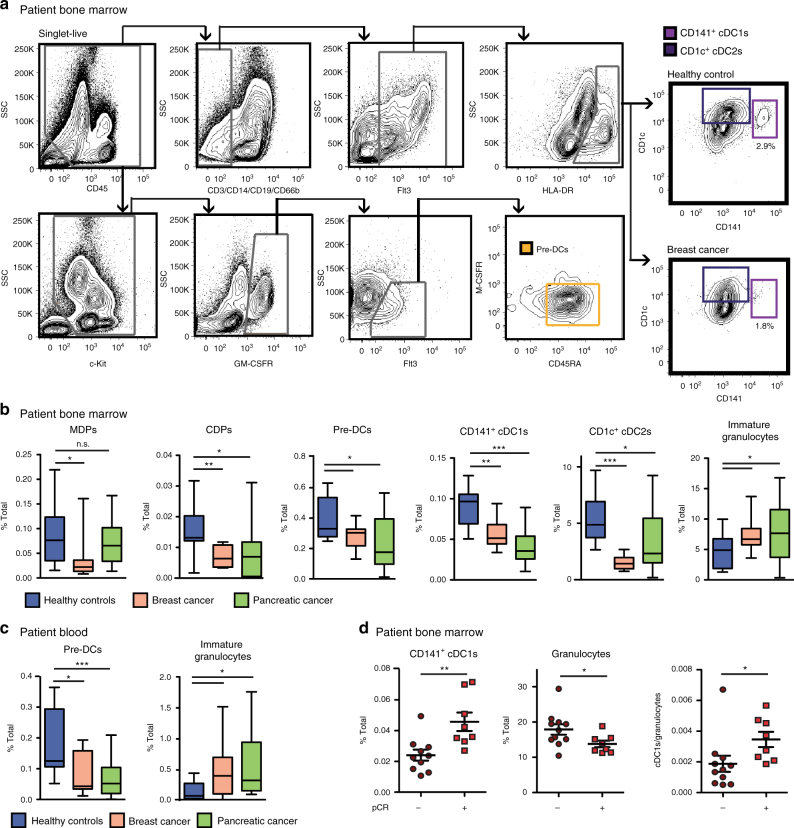
Human breast and pancreatic cancers reduce dendritic cell progenitors and CD141^+^ cDC1s. **a** Representative flow cytometry gating strategy for human BM pre-DCs, CD141^+^ cDC1s, and CD1c^+^ cDC2s, including representative final plots from a BC patient and from a healthy control. **b** Frequency of BM MDPs, CDPs, pre-DCs, CD141^+^ cDC1s, CD1c^+^ cDC2s, and immature granulocytes (CD11b^+^CD33^High^CD14^-^CD15^+^) in baseline BC and PDAC patients relative to healthy controls. Data from BC cohort 1 and PDAC cohort 1. Healthy controls *n* = 12; BC *n* = 10; PDAC *n* = 19. **c** Frequency of circulating blood pre-DCs and immature granulocytes in baseline BC and PDAC patients relative to healthy controls. Data are from BC cohort 1 and PDAC cohort 1. Healthy controls *n* = 12; BC *n* = 10; PDAC *n* = 17. **d** Frequency of BM CD141^+^ cDC1s and granulocytes (CD45^+^CD11b^+^CSF1R^−^CD15^+^CD14^−^), and the ratio of cDC1s/granulocytes in BC patients prior to treatment or surgical intervention comparing those who achieved pathological complete response relative to patients who did not achieve pathological complete response in BC cohort 2; *n* = 18. Additional cohorts illustrated in Supplementary Figure 1. Error bars represent mean +/− s.e.m. or box plot; *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant by unpaired two-sided Student’s *t* test

Previous studies have shown that CD141^+^ cDC1 numbers and functions in the tumor are predictive of patient outcome^1,3,36^, prompting us to assess whether changes in CD141^+^ cDC1s in the BM prior to treatment or resection were also predictive of response to therapy. We observed higher numbers of CD141^+^ cDC1s and lower numbers of granulocytes (CD45^+^CD11b^+^CSF1R^−^CD15^+^CD14^−^) in the BM of BC patients who achieved a pathological complete response (pCR) to neoadjuvant chemotherapy (Fig. 1d, Supplementary Table 1). Notably, CD1c^+^ cDC2 numbers were not predictive of pCR, suggesting the predictive nature is specific to the CD141^+^ cDC1 subset (Supplementary Fig. 1e). These findings demonstrate that tumor-induced decreases in CD141^+^ cDC1 development in the BM could be an important indicator of patient immune competency and response to therapy.

### Local breast and pancreatic tumors systemically reduce cDC1s

To more carefully study changes in cDC development during cancer progression, we evaluated three distinct genetic mouse models and four syngeneic orthotopic mouse models of BC and PDAC. Similar to the human cancer patients, we found six of these seven models had reductions in absolute numbers of BM CD24^+^ cDC1s and most had reductions in the absolute number of BM pre-DCs (Fig. 2a–c, Supplementary Fig. 3a–d). To further investigate the cDC lineage in tumor-bearing mice, we employed PyMT-B6, a cell line derived from the genetic MMTV-Polyoma Middle T (PyMT) mammary tumor mouse model on the C57BL/6 background. Consistent with the patient data, mice bearing end-stage orthotopic PyMT-B6 mammary tumors showed no change in MDPs but a modest reduction in CDPs (Fig. 2b, Supplementary Fig. 2a). This finding suggests that tumors impact components of the cDC1 lineage. In contrast to cDC1s, Ly6G^+^Ly6C^+^CSF1R^+^ immature granulocytes and Ly6G^+^CSF1R^−^ mature granulocytes expand in the BM (Fig. 2b, Supplementary Fig. 2a). In addition, the changes in cDC progenitors and granulocytic populations were consistent in the genetic models of BC and PDAC: MMTV-PyMT FvB/N and KPC (*p48-Cre;LSL-Kras*^*G12D*^*;Trp53*^*flox/+*^ C57BL/6), respectively (Supplementary Fig. 3e, f). Unlike cDC1s, cDC2s were not consistently decreased in the BM of tumor-bearing mice across several models (Fig. 2a–c, Supplementary Fig. 3a–d). Together, these data suggest that solid tumors reduce the number of cells that make up the cDC lineage, including cDC1.

**Fig. 2:**
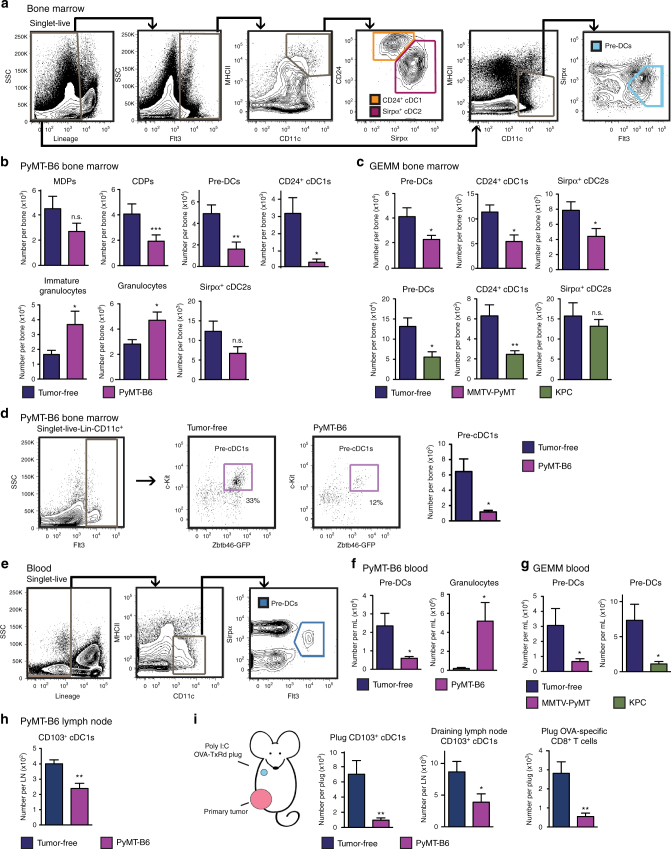
Primary mammary and pancreatic tumors systemically decrease cDC1s. **a** Representative flow cytometry gating strategy for mouse BM pre-DCs, CD24^+^ cDC1s, and Sirpα^+^ cDC2s. **b** Number of BM MDPs, CDPs, pre-DCs, immature granulocytes, granulocytes, CD24^+^ cDC1s, and Sirpα^+^ cDC2 from mice bearing end-stage orthotopic PyMT-B6 mammary tumors relative to tumor-free controls; *n* = 6/group. Data are representative of three independent experiments. **c** Number of BM pre-DCs, CD24^+^ cDC1, and Sirpα^+^ cDC2 in end-stage genetically engineered mouse models (GEMM) of BC (MMTV-PyMT) and PDAC (KPC) relative to tumor-free controls; tumor-free MMTV-PyMT controls *n* = 6; MMTV-PyMT, *n* = 6; tumor-free KPC controls, *n* = 7; KPC, *n* = 8. **d** Alternative representative gating strategy using Zbtb46-GFP mice continued from Fig. 2a for BM committed pre-cDC1s, including representative plots from tumor-free and PyMT-B6 tumor-bearing mice. Number of BM pre-cDC1s in Zbtb46-GFP^+^ mice bearing end-stage orthotopic PyMT-B6 mammary tumors relative to tumor-free Zbtb46-GFP^+^ controls; *n* = 6/group. Data are representative of two independent experiments. **e** Representative flow cytometry gating strategy for mouse blood pre-DCs. **f** Number of blood pre-DCs and granulocytes from mice bearing end-stage orthotopic PyMT-B6 mammary tumors relative to tumor-free controls; *n* = 6/group. Data are representative of three independent experiments. **g** Number of blood pre-DCs in end-stage genetic mouse models of BC (MMTV-PyMT) and PDAC (KPC) relative to tumor-free controls, *n* = 7/group. **h** Number of uninvolved LN CD103^+^ cDC1s from mice bearing end-stage orthotopic PyMT-B6 mammary tumors relative to tumor-free controls; *n* = 6/group. Data are representative of two independent experiments. **i** Mice with 1.0 cm diameter orthotopic PyMT-B6 tumors and tumor-free controls were implanted with matrigel plugs containing poly I:C+OVA-TxRd peptide in the upper mammary fat pad. Number of CD103^+^ cDC1s in the plug and draining LN and OVA-specific CD8^+^ T cells (CD3^+^CD8^+^Dextamer^+^) in the plug 10 days after implant; *n* = 6/group. Data are representative of two independent experiments. End-stage for each model is defined in the Methods. Error bars represent mean +/− s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant by unpaired two-sided Student’s *t* test

Specific reductions in the cDC progenitors and cDC1s suggest a selective interruption of cDC1 development. Recent data show that pre-DCs can commit to the cDC1 subset before leaving the BM, rather than receiving influence from factors at a peripheral site^27,29,30^. To evaluate this phenomenon, we assessed the number of DC1-committed pre-DCs (pre-cDC1s) in the BM using the gating strategy defined by Grajales-Reyes et al.^29^ employing the Zbtb46-GFP mouse. We found that pre-cDC1s were decreased by 80% in the BM of tumor-bearing mice, which is a more substantial decrease than the reduction in the broader pre-DC population (Fig. 2d). These data suggest that tumors not only reduce the number of cDC progenitors, but also reduce the commitment of pre-DCs to the cDC1 lineage in the BM.

To determine if changes in cDC1 progenitors result in systemic alterations in the pool of available cDCs, we analyzed circulating pre-DCs. We found fewer pre-DCs and more granulocytes in the blood of tumor-bearing mice relative to controls (Fig. 2e, f, Supplementary Fig. 2b). Similar observations were seen in the genetic BC model, MMTV-PyMT FVB/N, and genetic PDAC model, KPC (Fig. 2g), as well as two additional orthotopic BC and PDAC models (Supplementary Fig. 3b–c). These changes in the pool of circulating pre-DCs correlated with reduced numbers of CD103^+^ cDC1s in the uninvolved LNs of tumor-bearing mice (Fig. 2h, Supplementary Fig. 2c). Congruent with observations in BC and PDAC patients, these data show that mouse models of BC and PDAC, independent of genetic driver and strain, have systemically reduced numbers of cDC precursors and cDC1s. Interestingly, pDCs were decreased in the BM, but circulating pDCs were not decreased (Supplementary Fig. 3g), suggesting they may be regulated differently.

Research has shown that cDCs turn over at a high rate in tissues and require BM progenitors to provide new cDC1^17^. To determine if the decreased pool of circulating pre-DCs would result in altered recruitment and antigen presentation at new sites of inflammation, we measured the recruitment of CD103^+^ cDC1s in the context of a tumor. PyMT-B6 mammary tumors were established in the 4th lower mammary fat pads. Then, a matrigel plug containing polyinosinic:polycytidylic acid (poly I:C) and ovalbumin (OVA)-Texas Red (TxRd) conjugate was implanted in the contralateral 2nd upper mammary fats pads of tumor-bearing and control mice. We found that the presence of the primary tumors resulted in decreased numbers of CD103^+^ cDC1s recruited into the matrigel plug and decreased numbers of migratory CD103^+^ cDC1s in the draining LN (Fig. 2i, Supplementary Fig. 2d). These changes in cDC1 recruitment correlated with reduced numbers of OVA-specific CD8^+^ T cells (CD3^+^CD8^+^Dextamer^+^) in the matrigel plug (Fig. 2i). To verify that the reduced number of cDC1s in the poly I:C plug was due to a decreased pool of circulating pre-DCs rather than changes in recruitment cytokines, we measured recruitment of CD103^+^ cDC1s to a matrigel plug containing the recruitment factor C-C motif chemokine ligand 4 (Ccl4), which is known to be downregulated in some tumor types^26^. Again, we saw a defect in CD103^+^ cDC1s recruited to the Ccl4-containing matrigel plug in tumor-bearing mice (Supplementary Fig. 3h). Similarly, we found there was no change in pre-DC C-C motif chemokine receptor 5 (Ccr5) expression in tumor-bearing mice (Supplementary Fig. 3i). Together, these data suggest that tumor-induced repression of cDC development results in a reduced pool of circulating pre-DCs and a subsequent reduction in recruitment of cDC1s to new sites of inflammation and impaired priming of CD8^+^ T cells.

### Tumors impair cDC1 developmental potential of progenitors

The contrasting increases in granulocytes and decreases in cDC progenitors led us to hypothesize that tumors alter the differentiation potential of common myeloid precursor cells. To test this, we isolated CD45.1^+^Lin^−^cKit^+^ScaI^−^ myeloid progenitors (MPs). This cell population maintains granulocyte, monocyte, and cDC potential and contains granulocyte-macrophage progenitors (GMPs)^12^. The MPs were transferred into tumor-free controls or mice bearing PyMT-B6 tumors. We found that CD45.1^+^ MPs transferred into tumor-bearing mice differentiated into fewer CDPs, pre-DCs, and cDC1s in the BM, but more granulocytes in both the BM and blood (Fig. 3a). Fewer CD8α^+^ cDC1s were included in the CD45.1^+^ products in the spleens of tumor-bearing hosts. CD45.1+ granulocyte products did not accumulate in the spleen of tumor-bearing mice relative to tumor-free controls. Although CD45.1^+^ monocytes were not consistently increased in each organ, they accumulated in the spleen (Supplementary Fig. 4a). These data suggest that tumors preferentially drive the differentiation of shared progenitors to granulocytes at the expense of cDC1 development. To determine if exposure to tumors in vivo programs BM progenitor cells to resist cDC1 differentiation, we isolated MPs, MDPs, or CDPs from tumor-free and PyMT-B6 tumor-bearing mice. When cultured in FMS-like tyrosine kinase 3 ligand (Flt3L), we found MPs, MDPs, and CDPs isolated from tumor-bearing mice were less able to differentiate into cDC1s compared to those cells isolated from tumor-free mice (Fig. 3b). Of these progenitors, CDPs appeared to be most impaired in their capacity to differentiate into cDC1s. Of note, MPs from tumor-bearing mice but not from tumor-free mice differentiated into granulocytes even in the absence of granulocyte differentiation factors (Supplementary Fig. 4b). This result suggests MPs from tumor-bearing mice are intrinsically primed to differentiate into granulocytes at the expense of cDC1s. As expected, MDPs and CDPs from tumor-free or tumor-bearing mice did not have granulocyte differentiation potential (Supplementary Fig. 4b, c). Taken together, these data suggest that tumors alter myeloid progenitor fate by increasing their potential to differentiate into granulocytes at the expense of cDC1 production.

**Fig. 3:**
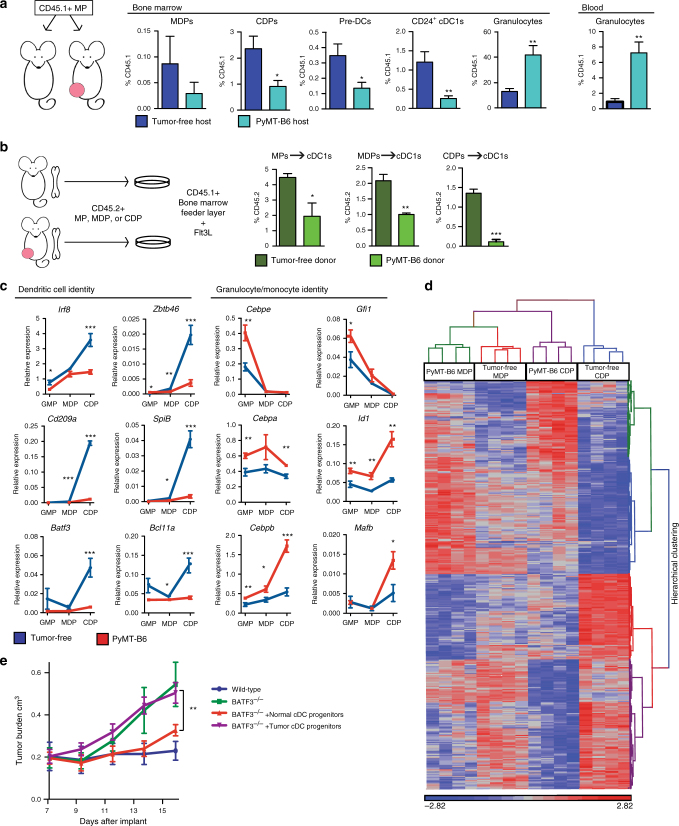
Tumor burden alters the fate of myeloid progenitors. **a** CD45.1^+^Lin^−^Sca1^−^cKit^+^ MPs were transferred into mice bearing 1.0 cm diameter orthotopic PyMT-B6 tumors or tumor-free controls. BM was analyzed for CD45.1^+^ populations after 2 weeks. BM MDPs, CDPs, pre-DCs, CD24^+^ cDC1s, and granulocytes, and blood granulocytes displayed as frequency of CD45.1; *n* = 5/group. **b** CD45.2^+^Lin^−^Sca1^−^cKit^+^ MPs, CD45.2^+^ MDPs, and CD45.2^+^ CDPs were isolated from end-stage orthotopic PyMT-B6 tumor-bearing or tumor-free donors. Progenitors were cultured on CD45.1^+^ BM feeder culture for 5 days in the presence of 100 ng/ml Flt3L. Final cultures were analyzed for cDC1 (Live CD45.2^+^CD45.1^-^MHCII^+^CD11c^+^Sirpα^-^CD24^+^). End stage is defined in the Methods. Data are representative of three independent experiments consisting of three wells per condition. GMPs, MDPs, and CDPs were sorted from mice bearing end-stage orthotopic PyMT-B6 mammary tumors and tumor-free controls. **c** GMPs, MDPs, and CDPs were analyzed by RT-qPCR. **d** MDPs and CDPs were analyzed by microarray. Cluster analysis was performed with a differential genes list generated from gene with 1.5-fold at* p* < 0.05 and FDR *q* < 0.05 in MDP or CDP comparison from PyMT-B6 tumor bearing to tumor free. Four samples, each consisting of two mice, were analyzed per group. **e** MDPs and CDPs were isolated from PyMT-B6 tumor-bearing mice or tumor-free controls. Progenitors were adoptively transferred into BATF3^−/−^ mice. PyMT-mCh-OVA was implanted after 3 days into wild-type mice, BATF3^−/−^ mice without adoptive transfer, and BATF3^−/−^ mice with adoptive transfer from tumor-free or tumor-bearing mice. Tumor growth was monitored. Error bars represent mean +/− s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.001 by unpaired two-sided Student’s *t* test or two-way ANOVA

To further investigate the differences in progenitors from tumor-free and tumor-bearing mice, we profiled the gene expression in GMPs, MDPs, and CDPs. We found GMPs, MDPs, and CDPs from tumor-bearing mice failed to upregulate proteins indicative of the cDC program (e.g., *Irf8*, *Zbtb46*, *Cd209a*, *Spib*, *Batf3*, and *Bcl11a*). This result is in contrast to the increased expression of markers indicative of a granulocyte or monocyte fate (e.g., *Cebpe*, *Gfi1*, *Cebpa*, *Id1*, *Cebpb*, and *Mafb*) (Fig. 3c). We further profiled MDPs and CDPs from tumor-bearing mice by microarray to look for global changes in gene expression. 

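The microarray experiment covered 4 groups of 4 samples: MDPs and CDPs, each sorted from BM of mice with end-stage PyMT-B6 tumors (1.5 cm) and from BM of tumor-free controls, with 2 mice per sample. PyMT-B6 is a mammary tumor cell line, and MDPs give rise to CDPs. Each sample was hybridized in a single color (Cy5) to its own Agilent mouse array, 16 arrays in all, on 4 slides of 4 arrays. Slides 2 and 3 each carried 1 sample of every group. Slide 1 carried 2 MDP samples and 0 CDP samples from tumor-bearing mice, and slide 4 carried 2 CDP samples and 0 MDP samples from tumor-bearing mice, so that slide and tumor state are partly mixed. Slides differed more than groups did in the share of probes well above background, with medians of 62.1%, 65.0%, 68.0% and 71.3% for slides 1 to 4. The slide accounted for 93.9% of the variance along the first principal component, which held 49.4% of the variance of all tested probes, and the group for 33.8%. On the second component, with 13.6% of the variance, the group accounted for 75.2% and the slide for 7.52%.

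An array held 44397 spots, 1377 of them controls, and the other 43020 spots stood for 39429 probes. The deposited spot intensities are background-subtracted but not scaled between arrays. For each array the 75th percentile of the log2 intensity was subtracted. That percentile, as an intensity, had a median of 4046 in MDPs and 4364 in CDPs from tumor-free mice and of 3824 and 4175 in those from tumor-bearing mice. Probes well above background made up 58.8% to 71.5% of an array, with group medians of 67.0%, 67.8%, 62.4% and 68.6% in the same order. Replicates of a group correlated with Pearson r from 0.904 to 0.977.

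A probe was tested when it was well above background on at least 3 of the 4 arrays of at least 1 group, which left 27433 probes. They were compared with limma in a single fit of the 4 group means, with the thresholds that the paper names (fold change above 1.5 and FDR under 0.05). In simulated data, each probe had a spread pooled over the 4 groups and no slide effect, and 200 of 27301 probes were moved. Of these, 36 of 100 moved by 1 log2 unit and 67 of 100 moved by 2 were called in CDPs. So were 6 unmoved probes. Many small changes in CDPs can thus stay below the threshold, but their share on the real arrays may differ. With 4 arrays against 4 there are 70 relabelings, and the smallest exact permutation p is 0.0286. Across all tested probes the median change with tumor was 0.08 in CDPs and −0.12 in MDPs on the log2 scale. After quantile normalization these medians were 0.03 and 0.00, so that changes of this size depend on the scaling.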

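For the differentially expressed genes in CDPs, limma called 494 of the tested probes, 220 higher and 274 lower in tumor-bearing mice, with a median absolute change of 1.26 among them (log2). For the differentially expressed genes in MDPs it called 18 probes, 9 higher and 9 lower. Without adjustment, 3753 probes in CDPs and 2853 in MDPs had a p under 0.05. Fitting the slide as a block raised the counts to 1248 and 44. The methods' t-test moved them most: with its p under 0.05 alone it called 2081 probes in CDPs and 1026 in MDPs, and after Benjamini-Hochberg adjustment 3 and 1. Leaving out 1 array at a time gave 155 calls in CDPs without PyMT-B6 replicate 4 and up to 581 without PyMT-B6 replicate 5. In MDPs it gave 1 call without PyMT-B6 replicate 4 or tumor-free replicate 4 and 46 without PyMT-B6 replicate 5. The tumor effect itself differed between the progenitors for 4 probes by limma's interaction test, with 1106 probes at an unadjusted p under 0.05, so the larger count in CDPs does not show that most of these genes respond in CDPs alone.

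The distance of CDPs to MDPs was measured as the mean of 1 minus the Pearson correlation between a CDP array and the 8 MDP arrays, over probe values centered and scaled across arrays. Over all 27301 tested probes with a value on every array, this distance was 1.20 ± 0.0748 (SD, n = 4) for CDPs from tumor-free mice and 1.17 ± 0.0647 (n = 4) for CDPs from tumor-bearing mice, a difference of 0.0304 (exact permutation p = 0.457). The array nearest to the MDPs in each group was tumor-free replicate 5 (1.09) and PyMT-B6 replicate 4 (1.09). With the slide as a block the difference was 0.0877 (exact permutation p = 0.0286, the smallest that 70 relabelings can give). Over the 1000 most variable probes the sign turned around, with a difference of −0.0192 (exact permutation p = 0.8). Over the probes called in MDPs, the alternative that changed this result most, it was −0.0432 (exact permutation p = 0.343).

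Fig. 3d rests on the genes called in CDPs or MDPs. Over the 503 such probes with a value on every array, the mean distance to the MDPs was 1.32 ± 0.0542 for CDPs from tumor-free mice and 1.25 ± 0.107 for those from tumor-bearing mice (n = 4 each). The difference of 0.0743 was not tested, because these probes were picked for a tumor effect. It ranged from −0.131 without CDP tumor-free replicate 2 to 0.206 without CDP PyMT-B6 replicate 5. In the tree of the 4 group means over these probes (average linkage on the same distance), CDPs and MDPs from tumor-bearing mice joined first, at a height of 0.812, then CDPs and MDPs from tumor-free mice at 0.917, and the pairs joined at 1.53. Over all tested probes the groups joined by cell type, the MDPs at 0.890 and the CDPs at 0.97.

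**Figure D1:**
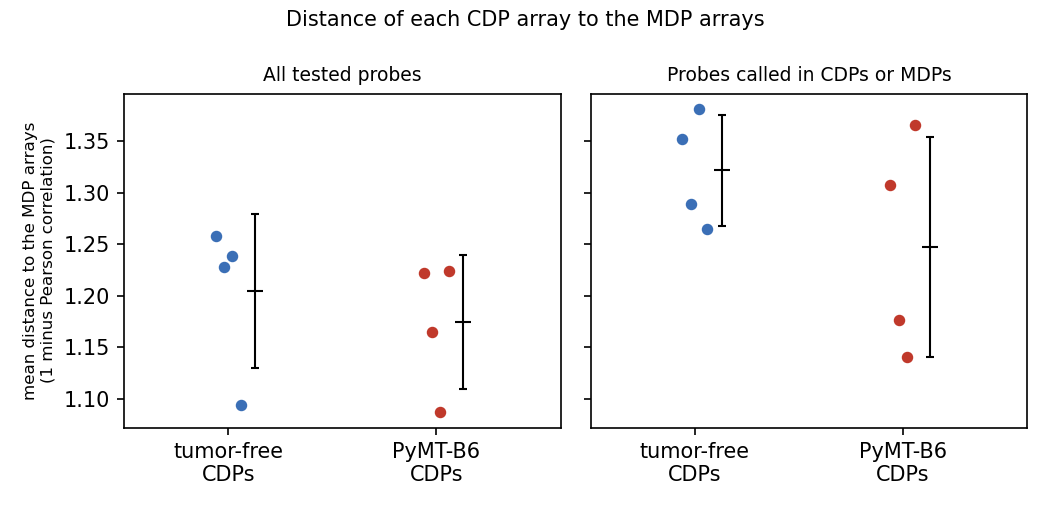
Mean distance of each CDP array to the 8 MDP arrays (1 minus Pearson correlation) over all tested probes and over the probes called in CDPs or MDPs, for CDPs from tumor-free and PyMT-B6-bearing mice. Points are arrays and black bars are mean ± SD (1.20 against 1.17 over all tested probes, 1.32 against 1.25 over the called probes), with the groups overlapping in both panels.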

We found the CDPs from tumor-bearing mice clustered closer with MDPs than did CDPs from tumor-free mice (Fig. 3d, Supplementary Tables 2, 3). 

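Each gene was taken by its probe with the highest mean signal. Among genes past the threshold whose 4 tumor-bearing arrays all lay on one side of the 4 tumor-free arrays, the largest fitted rises in CDPs were in *Rgcc*, *Clec4e*, *Wfdc21*, *Il1r2* and *Il22ra2*. Dimmer probes of a gene were not ranked, although some moved as far in CDPs, such as those of *Vcan* (4.73, adjusted p = 9.2e-06) and *Cd209a* (−4.78, adjusted p = 0.0242). Where a group was above background on few or none of its arrays, the size and order of the changes rest partly on signal near background. The C-type lectin gene *Clec4e* (chromosome 6, 123232878 to 123232937 on mm9) went from −6.08 ± 0.72 to −1.32 ± 0.65 (normalized log2 signal, mean ± SD, n = 4 each), a change of 4.76 (SE 0.42, limma adjusted p = 0.000112), and was well above background on 0 of 4 tumor-free arrays. For such a gene a fold change is a lower limit. It sets the bright group's mean against the mean of, on each array of the dim group, the lowest signal well above background or the probe's own signal where that is higher, and for *Clec4e* it is at least 15.5-fold. *Wfdc21* (chromosome 11, 83566028 to 83566087) rose 26.8-fold, a change of 4.74 (SE 0.44, limma adjusted p = 0.000118). *Rgcc* rose by 5.34 (adjusted p = 0.0149, well above background on 2 of 4 tumor-free arrays), *Il1r2* by 4.59 (adjusted p = 0.00638, 24.1-fold) and *Il22ra2* by 4.18 (adjusted p = 0.00115, well above background on 1 of 4 tumor-free arrays).

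By the same choice of probe, the largest fitted falls in CDPs were in *Gm6934*, *Klrd1*, *Kdm5b*, *Cd96* and *Cd209e*. The lectin gene *Cd209e* (chromosome 8, 3848016 to 3848075) fell from −3.57 ± 0.73 to −7.40 ± 0.14 (n = 4 each), a change of −3.84 (SE 0.27, limma adjusted p = 9.2e-06), and was above background on no tumor-bearing array (0 of 4, at least 3.26-fold lower). *Gm6934* fell (log2 change −4.67, adjusted p = 0.00495), as did *Klrd1* (−4.57, adjusted p = 0.00807) and *Cd96* (−3.90, adjusted p = 0.0297), each with 1 of 4 tumor-bearing arrays well above background, so no fold is given. The call of *Cd96* held in only 1 of 8 fits that left out an array. The histone demethylase gene *Kdm5b* was at least 7.65-fold lower by the probe with the highest signal (−4.17, adjusted p = 0.00186, 0 of 4 tumor-bearing arrays), whereas its other probes changed by −0.52 (adjusted p = 0.386) and −1.24 (adjusted p = 0.246). All these genes lay on one side in 4 of 4 tumor-bearing arrays and changed in the same direction on 3 of 3 slides that held both groups.

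In MDPs the largest fitted rises were in *Gm6522* (log2 change 4.61, adjusted p = 0.0114, at least 7.2-fold), *Spink2* (3.59, adjusted p = 0.0489, 1 of 4 tumor-free arrays well above background), *Chil3* (3.21, adjusted p = 0.0489, 9.23-fold), *Wfdc21* (3.02, adjusted p = 0.0373, 8.12-fold) and *Lcn2* (2.16, adjusted p = 0.0489, 4.48-fold). *Chil3* and *Lcn2* encode products of granulocytes and activated macrophages. The largest fitted falls were in *Slfn14* (−3.93, adjusted p = 0.0489, at least 3.44-fold), *Cd209a*, *D830024N08Rik* (−3.09, adjusted p = 0.0114, at least 3.23-fold), *Rtn4rl2* (−1.65, adjusted p = 0.0489, at least 2.07-fold) and *Dnah8* (−1.61, adjusted p = 0.0327, 3.05-fold), whose other probes changed by −0.21 (adjusted p = 0.807) and −0.94 (adjusted p = 0.348). The groups did not overlap for any of these 10 genes (4 of 4 arrays). Their calls in MDPs were less stable than those in CDPs: of 8 fits without an array each, *Gm6522*, *Cd209a* and *D830024N08Rik* were called in 6, *Dnah8* in 3, *Spink2*, *Wfdc21* and *Rtn4rl2* in 2, *Chil3* and *Lcn2* in 1 and *Slfn14* in 0, although all had an unadjusted p under 0.05 in the limma fit of all arrays.

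DAVID and its annotation were not used here. Short lists of genes for the same themes were tested instead over 17222 genes with camera, a test of limma that compares the genes of a list with all others at a preset correlation of 0.01 between genes. Of 64 tests (32 lists in CDPs and MDPs) 23 had an adjusted p under 0.05, of which 14 also did by fry, which keeps the observed correlation, and 2 with camera's correlation estimated from the data, the setting that moved the list tests most. The 2 are the cDC program and the DC-lineage transcription factors in CDPs. The inflammatory response list rose in CDPs (mean change 0.76, median 0.36, 18 of 25 genes higher, camera adjusted p = 0.000594, by fry adjusted p = 0.00155, range over the alternatives 8.80e-05 to 0.0916), and its mean was higher in 4 of 4 tumor-bearing samples than in any control. In MDPs its mean rose by 0.21 while its median was −0.08 (camera adjusted p = 0.218). Myeloid cell differentiation in CDPs had a mean change of 0.26 (18 of 30 genes higher, 4 of 4 samples above every control, camera adjusted p = 0.11) and passed only under fry (adjusted p = 0.028, range 0.028 to 0.649). Cell cycle genes moved little in CDPs (mean 0.10, 22 of 30 genes higher, camera adjusted p = 0.317, range 0.0125 with the slide as a block to 0.656). In MDPs, 22 of 30 were higher as well (mean 0.11, camera adjusted p = 0.0019, 3 of 4 samples above every control), but fry gave an adjusted p of 0.103 (range 0.00284 to 0.156), and the change is of the size of the shift between scalings. The change of the list was thus alike in both progenitors. Camera sets it against all other genes, and the median change of all tested probes was 0.08 in CDPs and −0.12 in MDPs. Cytokine and chemokine genes had a mean change of 0.04 in CDPs (camera adjusted p = 0.971, with 11 of 19 genes higher) and fell in MDPs (mean −0.52, 15 of 19 genes lower, 4 of 4 samples, camera adjusted p = 0.0861).

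For the themes of the downregulated genes, MHC class II presentation changed by −0.15 on average in CDPs (6 of 10 genes lower, camera adjusted p = 0.0779, range 0.0261 after quantile normalization to 0.367) and by −0.56 in MDPs (10 of 10 genes lower, 4 of 4 samples below every control, camera adjusted p = 0.0411, by fry adjusted p = 0.0635). Covalent chromatin modification fell in CDPs (mean −0.18, 25 of 40 genes, 4 of 4 samples, camera adjusted p = 0.00858, by fry adjusted p = 0.0127). With the slide as a block the call was lost by camera (adjusted p = 0.132, range 0.00139 to 0.132) but not by fry (adjusted p = 0.0198). In MDPs the list did not pass (camera adjusted p = 0.971). The larger Reactome sets gave, in CDPs and MDPs, camera adjusted p = 0.644 and 5.72e-06 for Cell Cycle (mean 0.06 in MDPs, 310 of 464 genes higher), 0.412 and 0.951 for Cytokine Signaling in Immune system, 0.323 and 0.0206 for Innate Immune System, 0.559 and 0.113 for MHC class II antigen presentation, 0.323 and 0.00475 for Chromatin modifying enzymes, and 0.983 and 0.0556 for Generic Transcription Pathway. None of these held under fry. The sign of camera and of the mean parted for Innate Immune System in MDPs, where camera pointed up with a mean of −0.09 and a median of 0.01. Chromatin modifying enzymes in MDPs rose by 0.05 on average (115 of 187 genes). Between CDPs and MDPs the tumor change itself differed by camera for inflammatory response (by 0.55) and covalent chromatin modification (by −0.12), with an adjusted p of 0.0133 each, but not by fry (adjusted p 0.0655 and 0.316). It did not differ for myeloid cell differentiation (camera adjusted p = 0.736), cell cycle (0.126), cytokine and chemokine genes (0.187) or MHC class II presentation (0.736).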

DAVID (database for annotation, visualization and integrated discovery) analysis showed that the upregulated genes were enriched for biologic process terms like inflammatory response, myeloid cell differentiation, cell cycle regulation, and cytokine secretion, whereas downregulated genes were enriched for biologic process terms like transcriptional regulation, major histocompatibility complex (MHC) class II protein complex binding, differentiation, and covalent chromatin modifications (Supplementary Table 4). 

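On the arrays, *Irf8* (chromosome 8, 123280324 to 123280383) did not change past the threshold. In CDPs it was 4.33 ± 0.41 in tumor-free and 4.30 ± 0.20 in tumor-bearing mice (normalized log2 signal, mean ± SD, n = 4 each), a change of −0.02 (SE 0.24, limma adjusted p = 0.978, exact permutation p = 0.943). Over the alternatives the change in CDPs ran from −0.27 to −0.01 (adjusted p 0.165 to 0.994). With the slide as a block it was −0.24 (limma adjusted p = 0.165), and tumor-bearing CDPs were lower on 3 of 3 slides that held both groups. In MDPs *Irf8* went from 4.11 ± 0.27 to 3.97 ± 0.39, a change of −0.13 (limma adjusted p = 0.808), close to the median of all probes in MDPs. Tumor-bearing MDPs were lower on 1 of 3 slides that held both groups.

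All 6 genes of the cDC program that the paper names were lower in CDPs from tumor-bearing mice, with a median change of −0.70 and a mean of −1.38, and 3 passed the threshold. *Cd209a* (chromosome 8, 3743481 to 3743540) fell 9.52-fold in CDPs, from 1.55 ± 0.22 to −1.70 ± 1.17 (n = 4 each, change −3.25, SE 0.44, limma adjusted p = 0.00256, lower in 4 of 4 samples). In MDPs it fell by 3.55, to below background on all tumor-bearing arrays (0 of 4, at least 2.85-fold, limma adjusted p = 0.0114), a call lost without MDP tumor-free replicate 4 or MDP PyMT-B6 replicate 4. A second *Cd209a* probe fell by 4.78 in CDPs (adjusted p = 0.0242) and was near background in MDPs, where it changed by −0.96 (adjusted p = 0.679). *Spib* (chromosome 7, 51781392 to 51781451) fell in CDPs, from −1.58 ± 0.66 to −4.71 ± 0.80 (n = 4 each, change −3.13, SE 0.61, limma adjusted p = 0.021, 2 of 4 tumor-bearing arrays well above background). *Bcl11a* (chromosome 11, 24068355 to 24068414) fell 1.80-fold, from 1.71 ± 0.18 to 0.86 ± 0.28 (n = 4 each, change −0.85, SE 0.18, limma adjusted p = 0.033), and its other probe by 0.91 (adjusted p = 0.11). Leaving out 1 array kept the call of *Cd209a* in CDPs in 8 of 8 fits, of *Spib* in 4 and of *Bcl11a* in 3. *Zbtb46* changed by −0.55 in CDPs (adjusted p = 0.711) by its brightest probe and by −3.08 by another (adjusted p = 0.0223, 1 of 4 tumor-bearing arrays well above background). *Batf3* changed by −0.46 in CDPs (adjusted p = 0.377) and 0.21 in MDPs (adjusted p = 0.685). In MDPs the remaining changes were −0.33 for *Spib* (adjusted p = 0.817), 0.03 for *Bcl11a* (adjusted p = 0.943) and −0.83 for *Zbtb46* (adjusted p = 0.55). Tested as a list, the cDC program fell in CDPs (camera adjusted p = 2.86e-05, by fry adjusted p = 0.000131, range over the alternatives 3.16e-06 to 0.0164, list mean lower in 4 of 4 samples). Over probes well above background on every array, 3 of the 6 genes are left, and in CDPs they had a mean change of −0.44 and no longer passed by camera (adjusted p = 0.0513, by fry adjusted p = 0.00049). In MDPs 4 of 6 genes were lower (median −0.23, mean −0.77, camera adjusted p = 0.218, by fry adjusted p = 0.0214, range 0.0214 to 0.323).

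Of the granulocyte and monocyte genes, *Cebpe*, *Gfi1*, *Cebpa*, *Id1* and *Cebpb* were all higher in CDPs from tumor-bearing mice (5 of 5), with a median change of 0.62 and a mean of 0.93, but *Cebpa* by only 0.01 (adjusted p = 0.995), less than the median of all probes. Of these *Gfi1* alone passed the threshold among all probes (chromosome 5, 108145719 to 108145778; 3.32-fold, from −3.26 ± 0.57 to −1.53 ± 0.91, n = 4 each, change 1.73, SE 0.39, limma adjusted p = 0.0382, higher in 3 of 4 samples, exact permutation p = 0.0571), and its call held in 2 of 8 fits without an array. *Id1* (chromosome 2, 152563083 to 152563142) rose by the same amount, from −1.83 ± 0.57 to −0.10 ± 0.48 (n = 4 each, limma adjusted p = 0.0625, exact permutation p = 0.0286), and was called with the slide as a block (adjusted p = 0.00674, range over the alternatives 0.00674 to 0.145). *Cebpe* rose by 0.62 (adjusted p = 0.544) and *Cebpb* by 0.56 (adjusted p = 0.47). Adjusted over the list alone, *Gfi1* and *Id1* passed in CDPs. In MDPs 4 of these 5 genes were higher (median 0.23, mean 0.49) and 0 passed limma's threshold among all probes, against 2 with an unadjusted p under 0.05, *Id1* (1.71, adjusted p over all probes 0.24) and *Cebpb* (0.76, 0.433), which also passed when adjusted over the list alone. *Gfi1* changed in MDPs by 0.23 (adjusted p = 0.796), *Cebpe* by −0.28 (adjusted p = 0.749) and *Cebpa* by 0.05 (adjusted p = 0.918). The list as tested holds 6 genes, the 5 above among them, with a mean change of 1.01 in CDPs and 0.16 in MDPs. It rose in CDPs (camera adjusted p = 0.00171, by fry adjusted p = 0.0212, list mean higher in 4 of 4 samples). With the correlation estimated from the data it did not pass there (adjusted p = 0.168, range 0.000476 to 0.168). In MDPs it did not pass (camera adjusted p = 0.256). The difference between the progenitors had a camera adjusted p of 0.109 for this list (by fry 0.316), and of 0.0133 for the cDC program (by fry 0.173).

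The step from MDP to CDP bears on whether a program is switched on. In tumor-free mice 1673 probes differed between CDPs and MDPs (806 higher and 867 lower in CDPs). In tumor-bearing mice 1993 did (976 higher and 1017 lower). For tumor-bearing mice slide and cell type are partly mixed, as slide 1 held none of their CDPs and slide 4 none of their MDPs. Fitting the slide as a block gave 2925 probes in tumor-free and 1732 in tumor-bearing mice, with 1295 of the 1993 called again. Which count is larger therefore depends on the slides. In tumor-free mice *Spib* was higher in CDPs than in MDPs by 4.15 (limma adjusted p = 0.00104) and *Bcl11a* by 1.11 (adjusted p = 0.00228). In tumor-bearing mice these steps were 1.34 (adjusted p = 0.173) and 0.23 (adjusted p = 0.374). In MDPs *Spib* was well above background on 2 of 4 tumor-free and 0 of 4 tumor-bearing arrays, so its steps are set against signal near background. Whether the tumor effect differs between CDPs and MDPs was tested for the 27 genes that the paper names, adjusted over the list alone. For *Bcl11a* and *Spib* the differences were −0.88 and −2.81, each with an adjusted p of 0.0519, and that of *Spib* has the same limit.

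**Figure D2:**
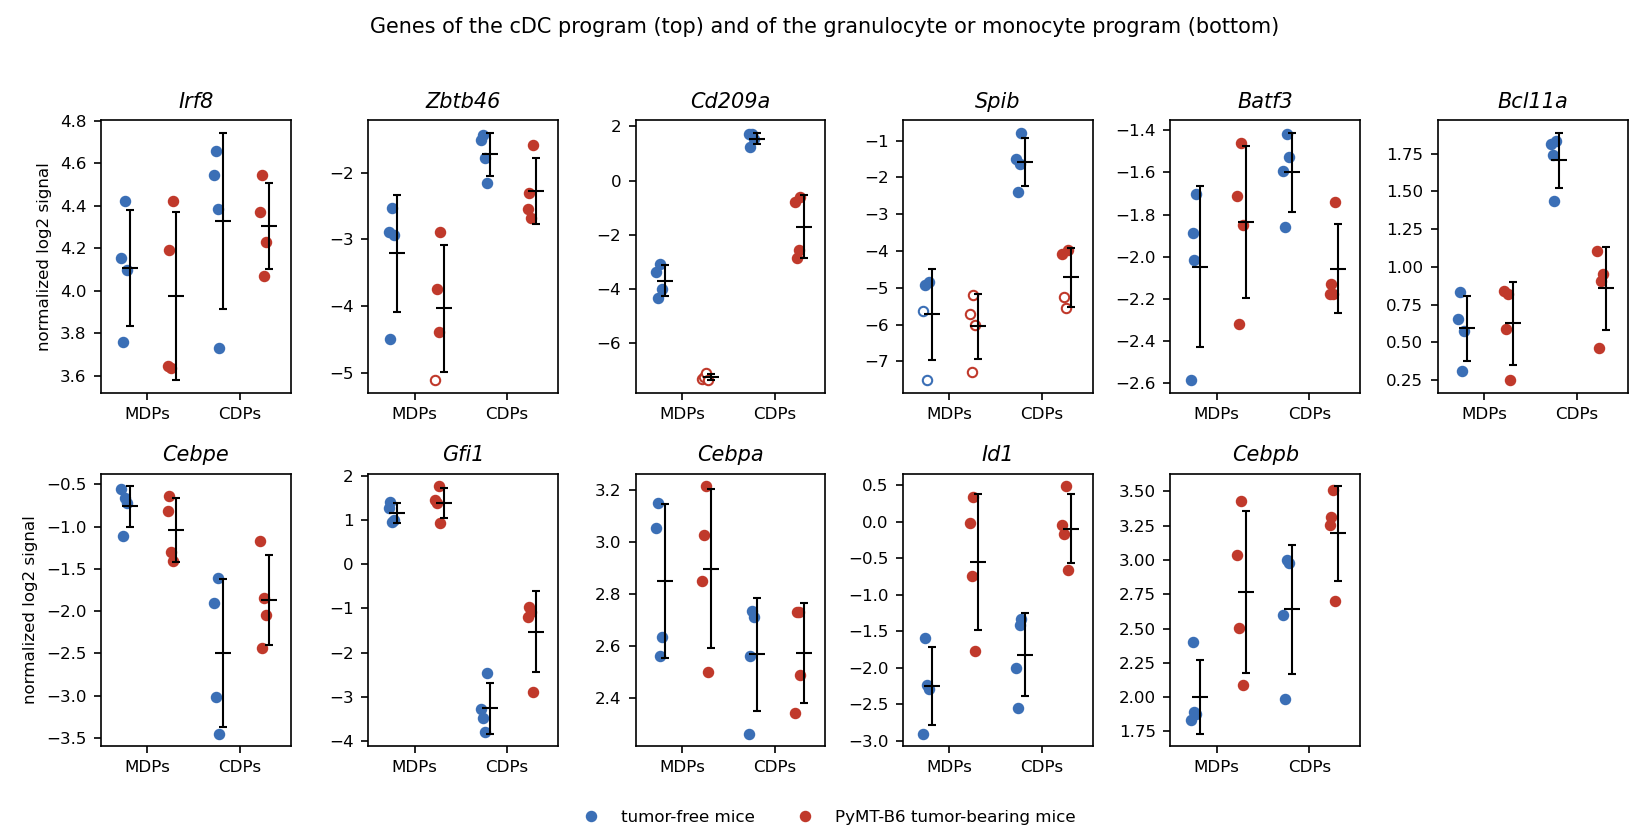
Normalized log2 signal of 6 cDC program genes and 5 granulocyte and monocyte genes that the paper names, in MDPs and CDPs from tumor-free (blue) and PyMT-B6-bearing (red) mice. Points are arrays, open where the probe was not well above background, and bars are mean ± SD. *Irf8* changes by −0.02 in CDPs (−0.24 with the slide as a block), not past the threshold, while *Cd209a*, *Spib* and *Bcl11a* fall in CDPs.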

Overall, these data suggest a failure in progenitors to upregulate the cDC program, while favoring the granulocytic and monocytic programs in tumor-bearing mice.

To determine if the reduction in cDC1 differentiation potential could impact tumor immunity and tumor progression, we measured the ability of progenitors isolated from tumor-bearing or tumor-free mice to control tumor growth in BATF3^−/−^ mice. We chose BATF3^−/−^ mice because they lack functional cDC1s^18^ but have no defect in granulocyte number (Supplementary Fig. 4d). First, we observed that tumor growth of PyMT-mCh-OVA, a variant of PyMT-B6 expressing antigenic mCherry and ovalbumin, was restrained in wild-type, but not in BATF3^−/−^ mice (Fig. 3e). MDPs and CDPs were sorted from PyMT-B6 tumor-bearing or tumor-free controls and transferred into BATF3^−/−^ mice. The recipients were then implanted with PyMT-mCh-OVA. Mice that received MDPs and CDPs from wild-type mice were able to restrain PyMT-mCh-OVA tumor growth, similar to wild-type mice, whereas mice that received MDPs and CDPs from tumor-bearing mice were not able to restrain tumor growth (Fig. 3e). These data suggest that progenitors influenced by tumor burden are no longer able to act as a source of cDC1s and thus fail to induce anti-tumor immunity and control antigenic tumor progression.

### Tumor-derived GCSF inhibits cDC1 development

To understand which factors inhibit cDC development during cancer progression, we profiled cytokines known to influence myeloid and cDC differentiation in the blood and BM of tumor-bearing mice. We found that both granulocyte colony-stimulating factor (GCSF) and interleukin-6 (IL-6) were highly upregulated in the blood of PyMT-B6 tumor-bearing mice relative to tumor-free controls (Fig. 4a). Additionally, GCSF, but not IL-6, was upregulated in the BM of tumor-bearing mice relative to controls (Fig. 4a) and in the blood serum of BC patients (Fig. 4b). To determine if either of these cytokines was necessary to alter cDC differentiation, we neutralized both GCSF and IL-6 in the context of PyMT-B6 tumors. As above, the presence of PyMT-B6 tumors reduced BM pre-DC and CD24^+^ cDC1 and blood pre-DC numbers while increasing granulocytes in both tissues. After treatment with GCSF-neutralizing antibody, we observed that pre-DCs and CD24^+^ cDC1s in the BM and pre-DCs in the blood were restored to levels in tumor-free mice. This result suggests that tumor-induced GCSF is necessary to reduce cDC1 numbers in tumor-bearing mice. Additionally, GCSF neutralization reduced immature granulocytes in the BM and granulocytes in the blood, as expected^32,37^. Neutralization of GCSF was also sufficient to increase CD8^+^ T cells in the tumor (Fig. 4c). Although IL-6 neutralization reduced immature granulocytes and inflammatory monocytes as previously described^38^, it did not reverse tumor-induced reductions in pre-DCs or CD24^+^ cDC1s in the BM (Supplementary Fig. 5a).

**Fig. 4:**
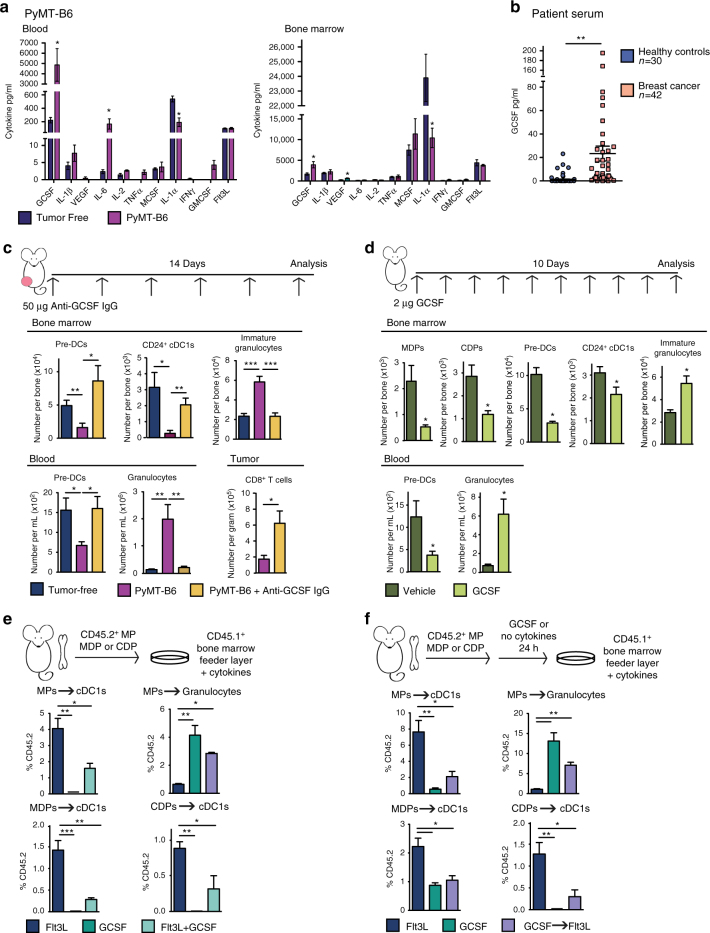
GCSF disrupts cDC1 differentiation. **a** Blood and BM serum cytokines in orthotopic PyMT-B6 end-stage tumor-bearing mice relative to tumor-free controls; tumor-free, *n* = 6; PyMT-B6, *n* = 7. **b** GCSF in human BC patient blood serum relative to healthy controls; healthy controls, *n* = 30; BC, *n* = 42. **c** Number of BM pre-DCs, CD24^+^ cDC1s, and immature granulocytes; numbers of blood pre-DCs and granulocytes, and tumor CD8^+^ T cells (CD45^+^CD3^+^CD8^+^) in tumor-free mice, orthotopic PyMT-B6 tumor-bearing end-stage mice, and orthotopic PyMT-B6 tumor-bearing end-stage mice treated for 2 weeks with 50 μg anti-GCSF IgGs 3 × /week; *n* = 5–7/group. Data are representative of two independent experiments. **d** Number of BM MDPs, CDPs, pre-DCs, CD24^+^ cDC1s, and immature granulocytes, and number of blood pre-DCs and granulocytes in C57BL/6 mice treated with 2 μg GCSF for 10 days; *n* = 6/group. Data are representative of two independent experiments. **e** CD45.2^+^Lin^−^Sca1^−^cKit^+^ MPs, MDPs, and CDPs isolated from tumor-free mice were cultured on CD45.1^+^ BM feeder culture in the presence of 100 ng/ml Flt3L, 100 ng/ml GCSF, or 100 ng/ml Flt3L and 100 ng/ml GCSF for 5 days. Final cultures were analyzed for cDC1s (Live CD45.2^+^CD45.1^-^MHCII^+^CD11c^+^Sirpα^-^CD24^+^) and granulocytes (Live CD45.2^+^CD45.1^-^CD11b^+^Ly6G^+^). Data are representative of three independent experiments consisting of three wells per condition. **f** Experiment similar to that in Fig. 4d, but CD45.2^+^ cells were pre-treated with 100 ng/ml GCSF or media alone for 24 h prior to plating on CD45.1^+^ BM feeder layer. Data are representative of two independent experiments consisting of three wells per condition. End stage for each model is defined in the Methods. Error bars represent mean+/− s.e.m. or box plot; *p < 0.05, **p < 0.01, ***p < 0.001 by unpaired two-sided Student’s *t* test

To determine if GCSF alone is sufficient to disrupt cDC differentiation, we dosed mice with recombinant GCSF. We used 2 μg/day of recombinant GCSF to achieve steady-state serum GCSF concentrations comparable to those in tumor-bearing mice (Supplementary Fig. 5b). We found that changes in BM progenitor numbers in tumor-free mice dosed with GCSF mice paralleled those observed in tumor-bearing mice. These changes included GCSF-induced reduction in MDPs, CDPs, pre-DCs, and cDC1s in the BM and reduced pre-DCs in the blood as compared to untreated mice (Fig. 4d). As expected, GCSF increased immature granulocytes in the BM and granulocytes in the blood (Fig. 4d). These data implicate a role for GCSF in reducing cDC1 numbers during cancer progression.

To determine if GCSF could act directly on cDC progenitors to inhibit cDC1 differentiation, we cultured MPs, MDPs, and CDPs isolated from tumor-free mice in the presence of Flt3L+/^−^ GCSF. As expected, Flt3L drove cDC1 differentiation in all cell types, whereas GCSF prevented Flt3L-mediated cDC1 expansion, and in MPs instead drove granulocyte differentiation (Fig. 4e). These results are consistent across a wide range of Flt3L and GCSF concentrations (Supplementary Fig. 5c). To understand if GCSF alone could prime progenitors to become unresponsive to Flt3L-mediated cDC differentiation, consistent with the ex vivo results shown in Fig. 3b, progenitors were pre-treated with GCSF for 24 h prior to plating for differentiation in Flt3L. Pre-treatment with GCSF inhibited cDC1 differentiation even in CDPs (Fig. 4f), suggesting that GCSF can alter the ability of a progenitor to respond to cDC differentiation cues even in progenitors lacking granulocyte differentiation capacity. To ensure GCSF was able to signal in cDC progenitors directly, we analyzed the expression of the GCSF receptor, *Csf3r*, in vivo. We found that *Csf3r* was expressed in GMPs, MDP, and CDPs and unmodified by the presence of tumors (Supplementary Fig. 5d). Together, these data suggest that tumor-induced GCSF is both necessary and sufficient to reduce cDC1 differentiation and can act directly on cDC progenitors.

We next sought to determine the source of GCSF. First we analyzed both tumor tissues and BM samples from the transplantable PyMT-B6 and the genetic KPC models for *Csf3* by in situ hybridization (ISH). We found that although BM cells expressed *Csf3*, levels were not elevated by the presence of PyMT-B6 and KPC tumors (Supplementary Fig. 5e). By contrast, tumor tissues from PyMT-B6 and KPC models had higher *Csf3* levels compared to normal mammary and pancreas tissues (Fig. 5a). We also observed that the majority of the *Csf3* ISH signal was present in the tumor cells and not the stroma (Fig. 5a). To verify this result in human BC and PDAC tissues, we stained for GCSF protein by immunohistochemistry (IHC). Similar to our mouse models, we found that GCSF was highly expressed in breast and pancreas tumor tissues (Fig. 5b). Additionally, although GCSF was expressed in both tumor and stroma, tumor levels of GCSF were considerably higher than stroma levels in most cases. Together, these data suggest that tumor-derived GCSF may be a dominant source of GCSF in tumor-bearing animals. To directly test if tumor-derived GCSF was responsible for impaired cDC development, we deleted the *Csf3* gene using CRISPR CAS9 in the PyMT-B6 cell line (PyMT-B6 GCSFKO). Both BM and blood profiling showed pre-DCs and cDC1 populations were recovered and immature granulocytes were reduced in PyMT-B6 GCSFKO tumor-bearing mice relative to PyMT-B6 tumor-bearing controls (Fig. 5c). These results were repeated with a second independent clone (Supplementary Fig. 5f). These data demonstrate that GCSF derived from tumor cells is impairing cDC1 differentiation.

**Fig. 5:**
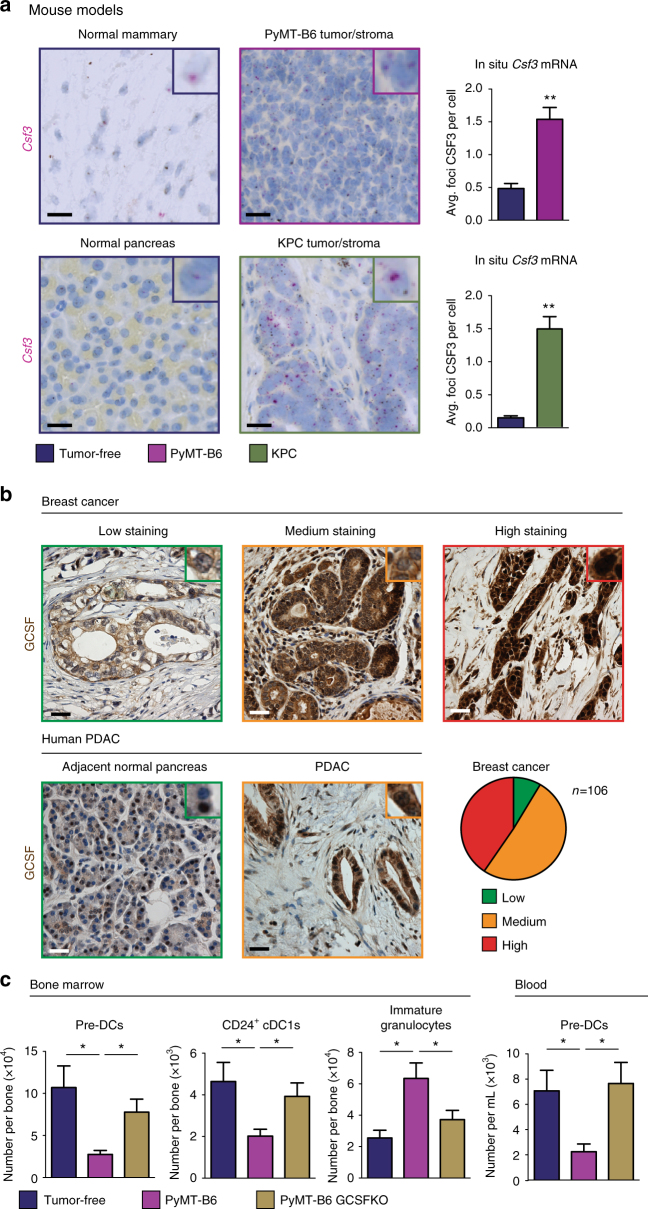
Tumor-derived GCSF inhibits cDC1 development. **a** ISH for *Csf3* on end-stage PyMT-B6 and KPC tumor tissue and tumor-free mammary or pancreas tissue; *n* = 3 per group. Scale bar 25 μm. **b** Human patient BC and PDAC tumor tissue stained for GCSF. BC graded for low, medium, and high staining per tumor cell; BC, *n* = 106; PDAC, *n* = 5. Scale bar 10 μm. **c** Number of BM pre-DCs, CD24^+^ cDC1s, and immature granulocytes and blood pre-DCs from mice bearing end-stage orthotopic PyMT-B6 or PyMT-B6 GCSFKO mammary tumors relative to tumor-free controls, *n* = 6/group. End stage for each model is defined in the Methods. Error bars represent mean +/− s.e.m.; *p < 0.05, **p < 0.01 by unpaired two-sided Student’s *t* test

### GCSF inhibits cDC1 development by impairing IRF8 expression

Research has shown that GCSF preferentially expands immature granulocytes and monocytes by suppressing IRF8 expression through activation of signal transducer and activator of transcription 3 (STAT3) in granulocytic-monocytic precursors^39,40^. Because IRF8 is an important transcription factor for cDC1 development, we hypothesized GCSF might drive reduced IRF8 expression in cDC progenitors leading to impaired cDC1 differentiation^19,41,42^. In support of this notion, our expression profiling demonstrated that *Irf8* messenger RNA (mRNA) was downregulated in cDC progenitors from tumor-bearing mice (Fig. 3c). Additionally, we found IRF8 protein was reduced in tumor-bearing mouse MDPs, CDPs, and pre-DCs (Fig. 6a). Further, we analyzed IRF8 target gene expression in GMPs, MDPs, and CDPs and found that, relative to controls, tumor-bearing mice had decreased mRNA expression of multiple MHC molecules, as well as *TapBP*, *Tap2*, *Batf3*, and *Pml* (Figs. 3c, 6b). In contrast, *Id2*, another regulator of cDC1 development, was not reduced (Supplementary Fig. 6a)^17^. To understand if downregulation of IRF8 is responsible for some of the gene expression changes in the microarray analysis (Fig. 3d), differentially expressed genes between control and tumor-bearing mice were compared to genes that are differentially expressed in IRF8^−/−^ myeloid progenitors^39,41^. 

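The tumor-regulated genes of the microarrays were 405 genes with a symbol in CDPs and 16 in MDPs, from 504 probes called in either progenitor, 8 of them in both. Non-overlap of the 4 tumor-bearing and the 4 tumor-free arrays was seen for 486 of the probes called in CDPs and for all 18 called in MDPs. Among all tested probes it was seen for 11.1% in CDPs and 5.20% in MDPs, where chance gives 2.86%. The probes called in CDPs mostly moved the same way in MDPs, with the same sign for 92.5% of them (457 probes) and a p under 0.05 in MDPs for 255. Those called higher in CDPs had a median change of 0.47 in MDPs and those called lower a median of −0.50. Over all tested probes the tumor changes in CDPs and MDPs correlated with r = 0.162, and with r = 0.482 when the slide was fitted as a block. *Irf8* is not among the called genes of either progenitor. The gene lists of IRF8-/- progenitors that the comparison needs were not used here, so its overlap was not computed.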

We found tumor-regulated genes were enriched for genes regulated in IRF8^−/−^ myeloid progenitors (Supplementary Fig. 6b). In keeping with the ability of GCSF to downregulate IRF8 through STAT3 activation^39^, we observed that phosphorylated STAT3 (pSTAT3) was elevated in MDPs, CDPs, and pre-DCs from tumor-bearing mice (Fig. 6c).

**Fig. 6:**
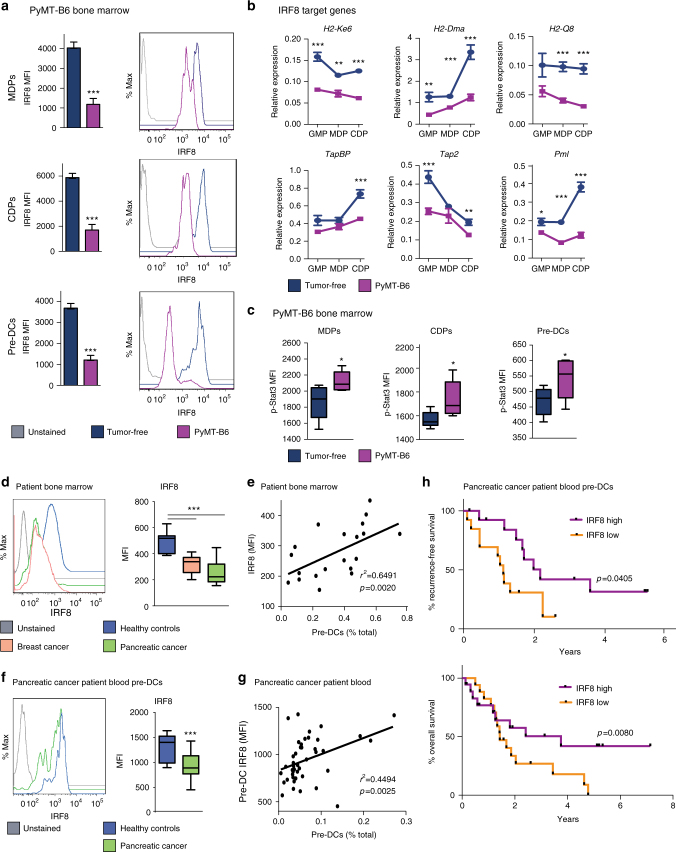
IRF8 expression is reduced during breast and pancreatic cancer. **a** IRF8 measured in BM MDPs, CDPs, and pre-DCs of end-stage orthotopic PyMT-B6 tumor-bearing mice and tumor-free controls; *n* = 7/group. Data are representative of three independent experiments. **b** RT-qPCR analysis of BM GMPs, MDPs, and CDPs sorted from mice bearing end-stage orthotopic PyMT-B6 mammary tumors and tumor-free controls for IRF8 target genes, four samples consisting of two mice each were analyzed per group. **c** pSTAT3 measured in BM MDPs, CDPs, and pre-DCs of end-stage orthotopic PyMT-B6 tumor-bearing mice and tumor-free controls; *n* = 6. Data are representative of two independent experiments. **d** IRF8 expression in total BM from BC and PDAC patients relative to healthy controls; *n* = 10/group. Data are from BC cohort 1 and PDAC cohort 1. **e** Correlation between BM pre-DCs and BM IRF8 expression in BC and PDAC patients. Data are from BC cohort 1 and PDAC cohort 1; *n* = 20. **f** IRF8 expression in blood pre-DCs from PDAC patients relative to healthy controls; healthy controls *n* = 10, PDAC *n* = 43. Data are from PDAC cohort 2. **g** Correlation between blood pre-DCs and blood pre-DC IRF8 expression in PDAC patients; *n* = 43. Data are from PDAC cohort 2. **h** Kaplan–Meier estimate of recurrence free survival and overall survival of patients +/− median blood pre-DCs IRF8 expression. Log-rank (Mantel–Cox) *p* value is denoted for differences in recurrence-free survival and overall survival. Data are from PDAC cohort 2. Spearman’s correlation (*r*^2^, correlation coefficient). End stage for each model is defined in the Methods. Error bars represent mean +/− s.e.m or box plot; *p < 0.05, **p < 0.01, ***p < 0.001 by unpaired two-sided Student’s *t* test

To determine if these changes also occur in human cancer patients, we analyzed IRF8 expression in human BM and found that IRF8 was downregulated in both BC and PDAC patients compared to healthy controls (Fig. 6d). Additionally, the extent of IRF8 downregulation correlated with the decrease in BM pre-DCs in patients (Fig. 6e). We also found IRF8 expression was decreased in the blood pre-DCs of pancreatic cancer patients (Fig. 6f) and the extent of IRF8 downregulation correlated with blood pre-DC numbers (Fig. 6g). Because IRF8 is a molecular marker of pre-DCs committed to the cDC1 lineage, these data also suggest that patients have reduced numbers of circulating pre-cDC1s relative to healthy controls. We next assessed if downregulation of IRF8 in circulating pre-DCs impacted patient outcome and found patients with low IRF8 expression in circulating pre-DCs had decreased recurrence-free and overall survival (Fig. 6h). These results suggest that IRF8 expression is modulated in human cancers and may be an indicator of cDC1 development and patient outcome.

To confirm that GCSF was upstream of IRF8 suppression, we measured IRF8 expression in cDC progenitors from tumor-bearing mice following GCSF neutralization. We found IRF8 expression was recovered in the MDP, CDP, and pre-DCs following anti-GCSF immunoglobulin G (IgG) treatment (Fig. 7a). Furthermore, IRF8 expression was, again, downregulated in progenitors from PyMT-B6 tumor-bearing mice but was not downregulated in progenitors from PyMT-B6 GCSFKO mice (Supplementary Fig. 6c). To show GCSF was acting directly on progenitors to modulate IRF8 expression, we treated MPs, MDPs, and CDPs alone in vitro with GCSF or GCSF+Flt3L. We found *Irf8*, as well as its target gene *Batf3*, were downregulated in both conditions relative to controls (Fig. 7b). Interestingly, Flt3L treatment did not drive IRF8 expression above controls (Supplementary Fig. 6d), suggesting Flt3L and GCSF act through different mechanisms to modulate cDC1 differentiation. To determine if downregulation of IRF8 is necessary for GCSF to impair cDC1 differentiation, we investigated if IRF8 overexpression would make MPs insensitive to GCSF. Without IRF8 overexpression, GCSF drove down Flt3L-mediated cDC1 differentiation, similar to the results shown in Fig. 4e. However, IRF8 overexpression rendered MPs insensitive to GCSF, and their cDC1 differentiation was comparable to Flt3L-alone conditions (Fig. 7c). These data suggest GCSF must modulate IRF8 expression to impact cDC1 differentiation.

**Fig. 7:**
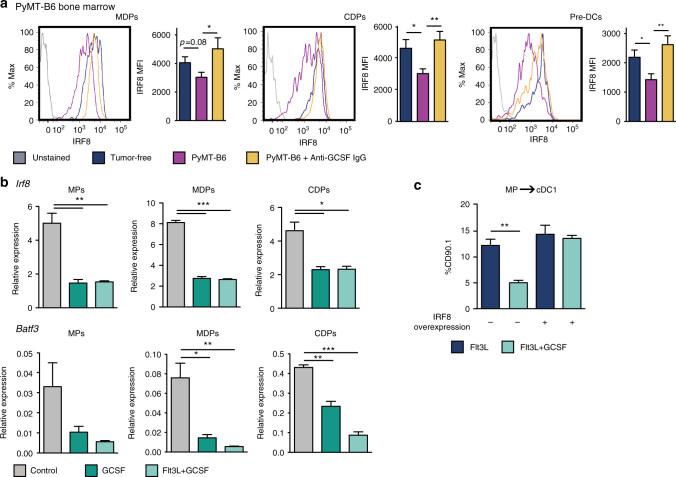
GCSF regulates IRF8 in dendritic cell progenitors. **a** IRF8 measured in BM MDPs, CDPs, and pre-DCs of tumor-free mice, orthotopic PyMT-B6 tumor-bearing end-stage mice, and orthotopic PyMT-B6 tumor-bearing end-stage mice treated for 2 weeks with 50 μg anti-GCSF IgGs 3 × /week; *n* = 6/group. Data are representative of two independent experiments. End stage is defined in the Methods. **b** MPs, MDPs, and CDPs treated with 100 ng/ml GCSF and/or 100 ng/ml Flt3L for 24 h. Analyzed by RT-qPCR for *Irf8* and *Batf3*. Data are representative of two independent experiments consisting of three wells per condition. **c** CD45.2^+^Lin^-^Sca1^−^cKit^+^ MPs transduced with CD90.1 IRF8 overexpression vector or CD90.1 empty vector control were cultured on CD45.1^+^ BM feeder culture in the presence of 100 ng/ml Flt3L and/or 100 ng/ml GCSF for 3 days. Final cultures were analyzed for cDC1s (Live CD45.2^+^CD90.1^+^CD45.1^-^MHCII^+^CD11c^+^Sirpα^-^CD24^+^). Data are representative of three independent experiments consisting of three wells per condition. Error bars represent mean +/− s.e.m. or box plot; *p < 0.05, **p < 0.01, ***p < 0.001 by unpaired two-sided Student’s *t* test

### IRF8 and cDC1s support anti-tumor CD8^+^ T-cell responses

To determine whether suppression of cDC1 differentiation was detrimental to anti-tumor immunity, we measured tumor-specific T-cell activation in the presence or absence of an established tumor. To accomplish this, PyMT-B6 tumors, referred to here as the primary tumor, were established in the lower mammary fat pad. A secondary tumor using the PyMT-mCh-OVA cell line was then implanted into the upper mammary fat pad of the same mouse. We observed reduced recruitment of CD103^+^ cDC1s to the secondary tumor site and draining LNs of primary tumor-bearing mice (Fig. 8a). This result is consistent with the reduction in the available pool of circulating pre-cDC1s in tumor-bearing animals (Fig. 2i). To test if reduced recruitment of CD103^+^ cDC1s was functionally relevant, we measured OVA-specific CD8^+^ T cells within the secondary tumor site and the secondary tumor-draining LNs and found the OVA-specific CD8^+^ T cells were reduced in both sites of primary tumor-bearing mice compared to controls (Fig. 8a). To specifically implicate IRF8 and cDC1s in this decreased CD8^+^ T-cell response, we employed IRF8^−/−^ and Batf3^−/−^ mice, both of which have impaired cDC1 differentiation^18,19,42^. In these knockouts, we observed reduced numbers of tumor-specific CD8^+^ T cells comparable to the primary tumor-bearing mice. In addition, this reduction was not further decreased by the presence of primary tumors (Fig. 8a). These data suggest that tumor-induced reductions in cDC1 development have a functional consequence on tumor-specific CD8^+^ T-cell responses that could contribute to reduction in anti-tumor immunity.

**Fig. 8:**
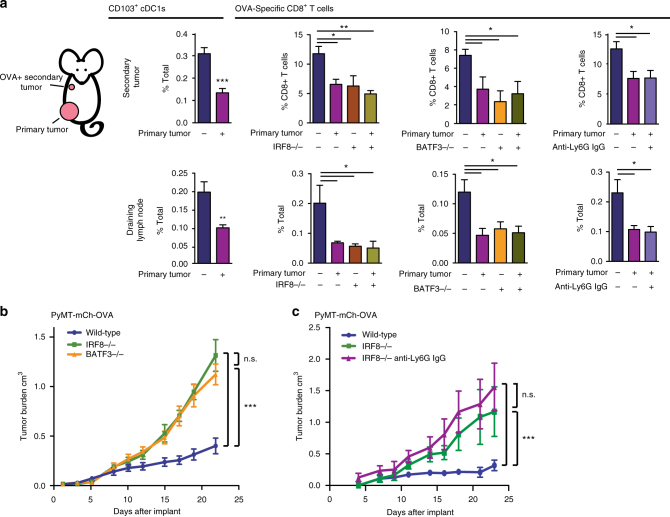
IRF8 and cDC1s are necessary for anti-tumor CD8^+^ T-cell responses. **a** Mice with 1.0 cm diameter orthotopic PyMT-B6 tumors and tumor-free controls were implanted with PyMT-B6-mCh-OVA cells in the upper mammary fat pad. After 7 days, the secondary tumor and its draining LN were analyzed for frequency of CD103^+^ cDC1s and OVA-specific CD8^+^ T cells. OVA-specific T-cell analysis was also performed in age-matched IRF8^−/−^ and Batf3^−/−^ mice and mice treated with anti-Ly6G IgGs starting 1 day before implant of upper mammary fat pad tumor; *n* = 5 mice/group. Experimental replicates are displayed. **b** Tumor volume over time in Batf3^−/−^, IRF8^−/−^, and wild-type controls implanted with orthotopic PyMT-B6-mCh-OVA tumors; wild-type, *n* = 10*;* BATF3^−/−^, *n* = 7; IRF8^−/−^ *n* = 4. Data are representatives of two individual experiments. **c** Tumor volume over time in IRF8^−/−^, IRF8^−/−^ treated with anti-Ly6G IgGs starting 1 day prior to implant and wild-type controls implanted with orthotopic PyMT-B6-mCh-OVA tumors; wild type, *n* = 6; IRF8^−/−^, *n* = 3; IRF8^−/−^ treated with anti-Ly6G IgGs, *n* = 3. Error bars represent mean +/− s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant by unpaired two-sided Student’s *t* test or two-way ANOVA

Tumor-induced reductions in IRF8 also expand immature granulocytes that are known to have immune-suppressive functions and can otherwise promote tumor progression^8,37,43^. We sought to determine the contributions of immature granulocyte expansion to reduced number of cDC1s and reduced anti-tumor CD8^+^ T-cell responses. To test if cDC1 depletion was regulated through granulocyte expansion, mice were treated with anti-Ly6G IgGs. Ly6G-depletion did not reverse the defect in BM pre-DCs and cDC1s and did not recover IRF8 expression in BM progenitors (Supplementary Fig. 7a). To show that immature granulocytes were not mediating CD8^+^ T-cell suppression beyond the loss of cDC1s in this model, we neutralized Ly6G in the context of the secondary tumor experiment described above. We found Ly6G depletion did not recover tumor-specific CD8^+^ T cells in the secondary tumor nor the draining LN (Fig. 8a). Similarly, we showed anti-Ly6G depletions did not recover CD103^+^ cDC1 recruitment to a matrigel plug containing poly I:C and OVA-TxRd conjugate, a secondary site of inflammation, in primary tumor-bearing mice. Additionally, CD103^+^ cDC1s were not recovered in the draining LN and OVA-specific CD8^+^ T cells were not recovered in the matrigel plug (Supplementary Fig. 7b). To test whether the loss of IRF8 had a functional consequence on tumor outgrowth by acting through the loss of cDC1s rather than the expansion of granulocytes, we measured the growth of PyMT-mCh-OVA tumors in IRF8^−/−^ mice, which lack cDC1s and have expanded granulocytes, and Batf3^−/−^ mice, which only lack functional cDC1 (Supplementary Fig. 7c)^18,41^. We found that tumors grew at the same rate in Batf3^−/−^ as IRF8^−/−^ mice, but that this rate was faster than wild-type controls (Fig. 8b). Also, we neutralized Ly6G in IRF8^−/−^ mice and measured PyMT-mCh-OVA tumor growth and found tumors grew at similar rates (Fig. 8c). These findings suggest that the loss of IRF8 can promote tumor growth by suppressing cDC1s rather than solely through the expansion of granulocytes. Together, these results show granulocytes do not act as an intermediate to inhibit cDC1 differentiation and the functional effects on antigen specific CD8^+^ T cells and tumor control are primarily mediated by cDC1s, not granulocytes, in this model.

### GCSF neutralization overcomes resistance to immunotherapy

Our data suggest that exposure to tumor-derived GCSF can impair BM progenitors in their ability to generate cDC1s. As Flt3L therapy has been developed for use in patients to bolster cDC numbers and function^2^, we asked if the impairment in cDC development could be rescued by Flt3L treatment in vivo or if GCSF neutralization was necessary for maximum efficacy of this therapy. To accomplish this we treated tumor-free or mice bearing a 1 cm+ diameter PyMT-B6 tumor with Flt3L+/^−^ anti-GCSF IgGs for 2 weeks. Consistent with previous reports^2^, we observed that in tumor-free mice treated with Flt3L expanded pre-DCs, cDC1, and cDC2 in the BM and pre-DCs in the blood (Fig. 9a, b). We also observed that combined treatment with Flt3L and anti-GCSF IgGs did not further upregulate pre-DC or cDC numbers in tumor-free mice (Fig. 9a, b). This result is consistent with the finding that GCSF is expressed at lower levels under non-pathologic conditions (Fig. 4a). Similar to our other experiments, pre-DC and cDC1 numbers were decreased in the BM and blood of PyMT-B6 tumor-bearing mice compared to controls (Fig. 9a, b). We also found that although Flt3L could expand pre-DC and cDC numbers in the BM and blood in the presence of tumors, this expansion was limited compared to tumor-free mice in that pre-DC or cDC1 numbers only reached levels comparable to untreated tumor-free mice (Fig. 9a, b). These data suggest that BM progenitors in tumor-bearing mice are resistant to Flt3L-induced cDC1 differentiation, which is consistent with our in vitro results (Fig. 3b). Furthermore, anti-GCSF IgGs and Flt3L synergized to recover pre-DC and cDC1 numbers in tumor-bearing mice (Fig. 9a, b). Because our data suggest that GCSF impacts IRF8 levels, we analyzed the impact of Flt3L and anti-GCSF IgGs on IRF8 levels in DC progenitors. In tumor-bearing mice, in which IRF8 is downregulated, neutralizing GCSF restores IRF8 levels to tumor-free mouse conditions in BM progenitors. Importantly, neutralizing GCSF also increased IRF8 levels in pre-DCs (Fig. 9c, Supplementary Fig. 7d). These findings suggest neutralizing tumor-induced GCSF is required to recover IRF8 expression, which is necessary for cDC1 differentiation.

**Fig. 9:**
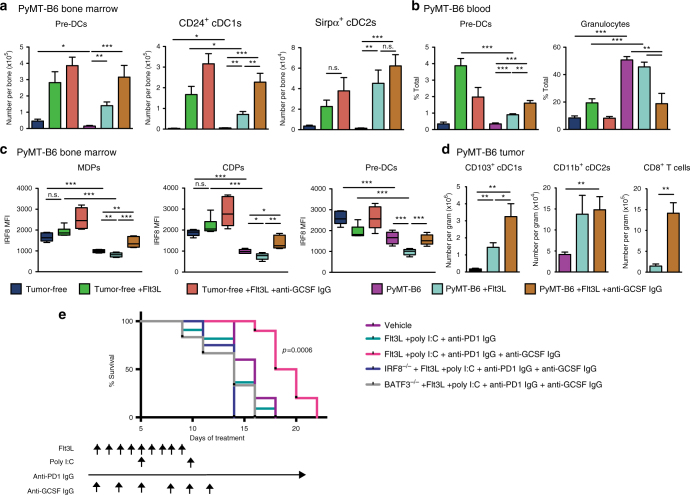
GCSF neutralization synergizes with Flt3L in vivo to promote cDC1 numbers and function. Tumor-free mice or orthotopic PyMT-B6 tumor-bearing end-stage mice treated with 50 μg anti-GCSF IgGs 3 × /week for 2 weeks and/or 30 μg Flt3L daily for 9 days. End stage is defined in the Methods. **a** Number of BM pre-DCs, CD24^+^ cDC1s, and Sirpα^+^ cDC2s. **b** Number of blood pre-DCs and granulocytes. **c** IRF8 measured in BM MDPs, CDPs, and pre-DCs. **d** Number of tumor CD103^+^ cDC1s, CD11b^+^ cDC2s, and CD8^+^ T cells (CD45^+^CD3^+^CD8^+^); *n* = 6/group. **e** Established 1 cm+ diameter orthotopic PyMT-mCh-OVA mammary tumors were treated with vehicle or Flt3L (30 μg)+anti-PD1 IgGs (200 μg)+intratumoral Poly I:C (50 μg)+/− anti-GCSF IgGs (50 ng) according to the displayed treatment schedule. Survival to 2.3 cm^3^ tumor volume. Error bars represent mean +/− s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant by unpaired two-sided Student’s *t* test. Log-rank (Mantel–Cox) *p* value is denoted for differences in survival

To determine if these changes in lymphoid tissues translated to increased tumor immunity, we analyzed tumor tissues. As previously reported^2^, Flt3L increases both tumor-infiltrating CD103^+^ cDC1s and CD11b^+^ cDC2s, but this expansion of cDC1s was modest in this model (Fig. 9d). When Flt3L was combined with anti-GCSF IgGs, tumor infiltration of CD103^+^ cDC1s, but not CD11b^+^ cDC2s, were increased by more than twofold and this increase correlated with substantially more CD8^+^ T cells. Together, these data show that GCSF neutralization supports Flt3L-mediated expansion and mobilization of cDC1 and suggest this activity is facilitated in part by restoring IRF8 expression and commitment to the cDC1 lineage.

Given these results, we hypothesized Flt3L+anti-GCSF IgGs would bolster cDC-based immunotherapeutic strategies in established tumors. We employed poly I:C, which supports cDC maturation, and anti-programmed cell death protein 1 (PD1) IgGs, which block a T-cell checkpoint. Mice bearing well-established 1 cm+ diameter PyMT-B6 tumors were treated with Flt3L+poly I:C+anti-PD1 IgGs+/−anti-GCSF IgGs. Mice treated with combined Flt3L+poly I:C+anti-PD1 IgGs did not have an increase in survival relative to vehicle-treated controls. By contrast, survival was extended in mice treated with anti-GCSF IgGs+Flt3L+poly I:C+anti-PD1 IgGs compared with mice treated with vehicle alone or Flt3L+poly I:C+anti-PD1 IgGs (Fig. 9e, Supplementary Fig. 7e). This effect was not seen in similarly treated IRF8^−/−^ and BATF3^−/−^ mice, suggesting that this treatment is reliant on IRF8 and cDC1 activity (Fig. 9e, Supplementary Fig. 7e). Together, these data suggest that GCSF signaling may need to be inhibited to employ immunotherapy effectively in some established tumor settings.

## Discussion

Breast and pancreas cancers have had limited responses to single agent immunotherapy in the clinic^44–47^. Although this limited response might be explained in part by poor antigenicity, BC and PDAC are also known to expand systemic populations of immune-suppressive myeloid cells by increasing differentiation from myeloid progenitors in the BM^7,8,44^. Our findings suggest that tumor-induced inflammatory cytokines expand potentially immune-suppressive myeloid cells and simultaneously suppress anti-tumor cDC1 development from BM progenitors. Beyond committing to the granulocyte, monocyte, or cDC lineages, cDC progenitors further commit to the cDC1 subset before leaving the BM^27–30^. These findings suggest that the antigen-presenting capacity can be defined before cells traffic into the periphery and is not entirely reliant on cues experienced at the tumor site. Therefore, it is important to understand how tumors alter BM myeloid differentiation to overcome tumor-induced immune surveillance. Others have shown suppression of the transcription factor IRF8 during tumor progression expands the immature granulocyte and monocyte populations that are known to suppress anti-tumor immune responses^39–41^. We further demonstrated IRF8 downregulation during cancer reduces cDC1 development in the BM. This is an important finding because IRF8 expression in progenitors as early as the hematopoietic stem cell primes transcriptional networks and influences lineage bias towards cDC and cDC1 fate^48,49^. Additionally, tumor-induced depletion of cDC1s has a functional implication on anti-tumor immunity beyond the effect of granulocyte expansion. Even in the context of granulocyte depletion, reduced cDC1 differentiation inhibits CD8^+^ T cell-mediated anti-tumor responses, leading to a loss of tumor control in this model. Given that previous work has shown granulocyte depletion is sufficient to recover anti-tumor immunity in some cases^9,50–53^, we speculate there is a balance between the expansion of granulocytes as immune suppressors and depletion of cDC1s as immune stimulators that varies with tumor type, disease progression, and tumor models. In addition to the BM differentiation effect we have identified, reduced IRF8 expression is also detrimental to cDC maturation following activation signals in the periphery because IRF8 regulates a multitude of genes involved with antigen presentation and expression of interleukin 12 (IL-12)^19,54^. Together, these results suggest tumors can shift the net balance of immune-stimulatory and immune-suppressive BM and peripheral myeloid cells via alteration of IRF8 expression through regulation of inflammatory cytokines like GCSF, thereby blunting anti-tumor immunity.

Though granulocyte–monocyte expansion in BC and PDAC has been shown to impede tumor immune surveillance^7–9^, it is important to consider the role of cDC1s in orchestrating anti-tumor CD8^+^ T-cell responses. In these studies, the presence of primary tumors is sufficient to reduce the pool of pre-cDC1s and interrupt tumor-specific CD8^+^ T-cell expansion. The number of CD8^+^ T cells in the tumor environment is important for response to both chemotherapy and immunotherapy^3,55–58^. cDC1s are known to regulate CD8^+^ T-cell numbers and function in the tumor environment. To this end, cDC1s cross-present tumor-associated antigen to reactivate CD8^+^ T cells within tumor tissues and transport antigen to the draining LNs, where they stimulate naive T cells^2,6,18,20,22,23^. Intratumoral cDC1s also recruit T cells from the LNs into the tumor by expressing C-X-C motif chemokine ligand 9/10 (CXCL9/10)^21,26^. Furthermore, memory T-cell responses are deficient in mice depleted of cDC1s, suggesting cDC1s are important for re-challenge, which could manifest at the time of metastasis or tumor recurrence in patients^21^. Together, these functions identify cDC1s as critical supporters of anti-tumor CD8^+^ T cells. Given cDC1 differentiation is interrupted in cancer, our study shows that there is no longer a sufficient supply of cDC1 progenitors available to populate new and persistent sites of inflammation, such as sites of tumor outgrowth and metastasis, and that this lack of cDC1s is detrimental to anti-tumor CD8^+^ T-cell responses.

Through their function in supporting CD8^+^ T-cell responses, cDC1s are important for tumor control and response to therapies. In agreement with these data, others have shown that cDC1s are required for tumor control at both primary and metastatic sites^1,18,24,43^ Furthermore, cDC1s are required for responses to checkpoint immunotherapy, and increased cDC1 numbers improve the response to chemotherapy in some cancer models^2,3,25,26,59^. Others have shown that the number of CD141^+^ cDC1s in the tumor, especially in balance with immune-suppressive myeloid cells, is an important indicator of chemotherapy response and outcome in patients^1,3,8,36^. We found that increased BM CD141^+^ cDC1 levels, in balance with reduced BM granulocytes, correlate with pCR in BC patients undergoing neoadjuvant chemotherapy. These data suggest tumor-induced alteration in myeloid differentiation, and specifically cDC1 development occurring in the BM, may also impact patient response to therapy and predict patient outcome. Reduced IRF8 expression in the tumor as a marker of cDC1s is correlated with worse patient outcome^1,3^. Extending upon this finding, we found reduced IRF8 expression in circulating pre-DCs also correlates with reduced overall and recurrence-free survival in pancreatic cancer patients. Given our new understanding of how tumors employ IRF8 downregulation to alter myeloid differentiation, it would be interesting to know if IRF8 expression in the BM or blood of patients could be a novel biomarker of a patient’s immune status and/or response to chemotherapy and immunotherapy.

cDC1s are rare in the tumor microenvironment, and herein we showed that cDC1s are limited during development in the BM by tumor-induced inflammatory cytokines like GCSF^1,2,60^. To improve adaptive immune responses against the tumor, especially in the context of immunotherapies and chemotherapies, we should consider strategies to bolster cDC1 BM development. Others have also shown that Flt3L treatment or colony-stimulating factor 1 (CSF1) neutralization expands cDC1 numbers in the tumor and increases response to both chemotherapies and immunotherapies^2,3^. These strategies likely impact BM cDC1 differentiation and undermine this newly identified mechanism of tumor immune evasion. Here, we neutralized GCSF to increase BM cDC1 differentiation, which was able to further increase the efficacy of Flt3L by refining the IRF8-mediated cDC1 differentiation program. It is important to understand the interactions between cytokines and BM myeloid development so we can better modulate the systemic myeloid environment. These strategies could then be used in patients to support anti-tumor immunity and response to therapy.

In summary, we have shown that BC and PDAC alter the balance of immune-stimulatory cDC1s versus immune-suppressive myeloid cells by regulating IRF8 expression. This process leads to a favorable immune environment for tumor progression. This mechanism reveals potential new biomarkers of immune response and targets for combination therapies.

## Methods

### Human bone marrow, peripheral blood and tumor samples

BM and peripheral blood were obtained from patients diagnosed with locally advance or unresectable pancreatic ductal adenocarcinoma or clinical stage II/III breast cancer at the Barnes-Jewish Hospital (St. Louis, MO, USA) from 2004 to 2014 and were followed for recurrence and survival in a prospectively collected database. Samples were collected under informed consent in concordance with Institutional Review Board (IRB) approval (IRB protocol numbers 201102244, 201101961, 201108117). At the time of collection, these patients had received no prior cancer-related treatment. Healthy donor BM and blood were collected from cancer-free volunteers. Blood was collected into vacuum tubes containing heparin or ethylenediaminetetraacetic acid (EDTA) (BD Bioscience). Cells were isolated by ficoll-density centrifugation and frozen in fetal bovine serum with 5% dimethyl sulfoxide. BM from PDAC patients and BC cohort 1 patients was isolated as previously described^61,62^. BM from patients in BC cohort 2 was similarly obtained and stored but was not subjected to ficoll-density centrifugation. Breast tumor biopsies were from patients at the time of metastatic diagnosis under informed consent in concordance with IRB approval (IRB protocol number 201102394). Primary pancreatic adenocarcinoma tissues were collected during surgical resection and verified by standard pathology (IRB protocol number 201108117).

### Cell lines and constructs

The PyMT-B6 murine mammary tumor cell line was derived from the mammary tumor tissue obtained from an end-stage MMTV-PyMT C57BL/6 mouse by our laboratory. The cell line was validated for *PyMT* expression; pan-keratin positivity; and Vimentin, smooth muscle actin, and CD45 negativity. A subset of this cell line was labeled with click beetle red luciferase-mCherry reporter and transduced to express OVA (PyMT-mCh-OVA). PyMT-B6-GCSFKO was made using the lentiCRISPR v2 vector. Virus was packaged using 293T cells and helper plasmids pCMV-DR8.2 and pCMV-VSVG. Csf3 gRNA sequences used were aggacgagaggccgttcccc, ctacaagctgtgtcaccccg, and ggagacggctcgccttgctc. Clones were selected and screened by sequencing for depletion of the *Csf3* gene. The 4T1-FL-GFP murine mammary tumor cell line was obtained from Dr. Katherine Weilbaecher’s laboratory, originally from Dr. David Piwnica-Worms (Washington University in St. Louis, MO, USA). It had been previously modified to express firefly luciferase and green fluorescent protein, as previously described^63^. The Pan02 murine pancreatic tumor cell line was obtained from Dr. David C. Linehan (University of Rochester, NY, USA). The KP 1.0 murine pancreatic tumor cell line was derived from the pancreatic tumor tissue obtained by our laboratory from an end-stage KPC mouse and has been previously reported^64^. All cell lines were maintained in Dulbecco’s modified Eagle's medium (DMEM) (Lonza) supplemented with 10% fetal bovine serum (Atlanta Biological) and penicillin/streptomycin (Gibco). All cell lines tested negative for mycoplasma.

### Genetic and orthotopic mouse models

Mice were maintained in the Washington University Laboratory for Animal Care barrier facility. All studies were approved by the Washington University School of Medicine Institutional Animal Studies Committee. MMTV-PyMT FVB/N were obtained from The Jackson Laboratory and have been previously described^65^. Mice were analyzed at end stage, defined as approximately 3 months of age or when tumors reached >1.5 cm diameter. KPC (*p48-Cre;LSL-Kras*^*G12D*^*;Trp53*^*flox/+*^ C57BL/6) and KPPC (*p48-Cre;LSL-Kras*^*G12D*^*;Trp53*^*flox/flox*^ C57BL/6) component mice were either obtained from The Jackson Laboratory (Kras and p53) or from Dr. Sunil Hingorani (p48, University of Washington, WA, USA) and have been previously described^64^. KPC experiments were performed with mice of mixed genders and mice were analyzed at end stage, defined as approximately 6 months of age or when tumors reached 1.0 cm, the animal experienced >15% weight loss, or other absolute survival event. For genetic models, aged matched littermates lacking oncogene expression were used as tumor-free controls. Zbtb46-GFP (B6.129S(C)-*Zbtb46*^*tm1*.*1Kmm*^/J), IRF8^−/−^ (B6(Cg)-*Irf8*^*tm1*.*2Hm*^/J) and Batf3^−/−^ (B6.129S(C)-*Batf3*^*tm1Kmm*^/J) mice in the C57BL/6 background were obtained from The Jackson Laboratory and have been previously described^18,29,66^. A total of 2.5 × 10^5^ PyMT-B6, PyMT-mCh-OVA, or 4T1-FL-GFP cell lines were orthotopically implanted in low growth factor matrigel (Cultrex) into the mammary fat pad 4/5, while 2 × 10^5^ Pan02 cells were orthotopically implanted in low growth factor matrigel (Cultrex) into the pancreas. All cell lines were implanted into C57BL/6 mice, except 4T1, which was implanted into BalbC mice. PDAC mouse models were analyzed at end stage, defined as tumors reaching 1.0 cm, the animal experienced >15% weight loss, or other absolute survival event. BC mouse models were analyzed at end stage, defined as tumors reaching 1.5 cm, the animal experienced >15% weight loss, or other absolute survival event. For secondary tumor experiments, 5 × 10^5^ PyMT-mCh-OVA cells were implanted into mammary fat pad 2/3 when the 2.5 × 10^5^ PyMT-B6 cells implanted into the mammary fat pad 4/5 produced a tumor 1.0 cm in diameter, or into mammary fat pad 2/3 of non-primary tumor-bearing matched controls. Mice were analyzed 1 week after secondary tumor implant. For anti-Ly6G IgG-treated arm, anti-Ly6G IgGs treatment, as described below, was started 1 day prior to implantation of the PyMT-mCh-OVA tumor. For poly I:C OVA-TxRd plug experiments, a 200 μl low growth factor matrigel with 20 μg poly I:C and 40 μg OVA-TxRd Conjugate (ThermoFisher Scientific) was implanted into mammary fat pad 2/3 when 2.5 × 10^5^ PyMT-B6 cells implanted into the mammary fat pad 4/5 produced a tumor 1.0 cm in diameter, or non-primary tumor-bearing matched controls. Mice were analyzed 10 days after the plug was implanted. Mice for implantation and controls were obtained from either Charles Rivers Laboratories or The Jackson Laboratories. For anti-Ly6G IgG-treated arm, anti-Ly6G IgGs, as described below, was started 1 day prior to implantation of the matrigel plug. For Ccl4-containing plug iteration, a matrigel plug containing 200 μl low growth factor matrigel with 20 μg poly I:C and 100 ng Ccl4 (PeproTech) was implanted and analyzed as described above. Tumor-bearing mice were randomized into treatment groups, when necessary. During randomization, animals were sorted by tumor size in ascending order, and then separated into groups in descending order. Investigator was blinded to treatment group during sorting. Groups were determined to have no statistical difference in average starting tumors size post hoc. Unless otherwise stated, animals were female C57BL/6 mice implanted with tumors at 7–8 weeks of age and analyzed at 9–12 weeks of age.

### Flow cytometry analysis

For mouse tissue, single-cell suspensions were obtained prior to staining. BM was flushed from long bones for most analyses; for mature cDC staining, the long bone was crushed and digested in DMEM (Lonza) supplemented with 2 mg/ml collagenase A (Roche) for 25 min at 37 °C with agitation. For tumor tissue analysis, the mouse was subjected to perfusion with heparin-phosphate-buffered saline (PBS) (Alfa Aesar, Lonza) solution prior to tissue dissection. LNs, tumors, and matrigel plugs were minced and digested in DMEM (Lonza) supplemented with 2 mg/ml collagenase A (Roche) and DNAse (Sigma) for 25 min at 37 °C with agitation. All digestions were quenched with fetal bovine serum (Atlanta Biological). Blood was obtained by cardiac puncture and deposited in heparin-PBS (Alfa Aesar, Lonza) solution. Blood was then incubated in red blood cell lysis solution (Biolegend) for 10 min. All samples were washed with 1% bovine serum albumin (BSA) PBS (Sigma, Lonza) staining buffer and filtered with a 40 μM mesh filter (FisherBrand) prior to staining. Samples were blocked on ice with rat anti-mouse CD16/32 for 10 min (except when CD16/32-PE was used). Samples were then resuspended in 100 μl staining buffer with extracellular fluorophore-conjugated antibodies and incubated on ice for 30 min. Samples were washed with staining buffer and fixed with fixation buffer (BD) for 30 min. When intracellular staining was performed, the fixation/permeabilization kit (eBioscience) was used after extracellular staining according to the manufacturer’s instructions. For green fluorescent protein (GFP) analysis, fixation was not performed and cells were analyzed immediately. Human BM and blood were thawed from cyroperservation into PBS (Lonza). Live/Dead or viability dyes were applied for 15–30 min at room temperature (BD). Samples were then processed in the same manner as the mouse samples above. Data were acquired on the Fortessa X20, LSRII, or Fortessa system (BD). FlowJo v9 (Tree Star) was used for compensation and analysis. All antibodies and dilutions used are listed in Supplementary Tables 5 and 6. Markers for cell populations are listed in Supplementary Table 7.

### Microarray and RT-qPCR analysis

Total RNA was isolated from GMP, MDP, and CDP (as defined in gating strategies) from the BM of end-stage PyMT-B6 tumor-bearing mice and tumor-free controls. Lineage depletion was performed using a Mouse Lineage Depletion Kit (Miltenyi Biotech) according to the manufacturer’s instructions. Cells were processed and stained as described above and sorted on the ARIAII system (BD). RNA was isolated using the E.N.Z.A. Total RNA Kit (OMEGA) according to the manufacturer’s instructions. Microarrays were performed on MDP and CDP samples by the Genome Technology Access Center (GTAC) at Washington University and data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus with accession number GSE99467. Differential gene list was generated and cluster analysis was performed using genes with detected fold changes >1.5, *p* < 0.05 and false discovery rate (FDR) *q* < 0.05. Microarray data were analyzed using DAVID Bioinformatics Resource to develop a list of Gene Ontology (GO) Terms^67,68^. RNA from GMPs, MDPs, and CDPs was also processed into complementary DNA (cDNA) using qScript cDNA SuperMix (Quantabio). Target genes were assessed using quantitative real-time PCR Taqman primer probes set for *Irf8*, *Cd209a*, *Zbtb46*, *Bcl11a*, *Spi1*, *SpiB*, *Cebpe*, *Gfi1*, *Cebpa*, *Id2*, *Batf3*, *H2-Ke6*, *H2-Dma*, *H2-Q8*, *Tapbp*, *Tap2*, *Pml*, *Csf3r*, *Tbp*, and *Gapdh* (Applied Biosystems). Primer assay IDs are listed in Supplementary Table 8. Relative gene expression was determined on an ABI7900HT quantitative PCR machine (ABI Biosystems) using Taqman Gene Expression Master Mix (Applied Biosystems). The threshold cycle method was used to determine fold change gene expression normalized to *Gapdh* and *Tbp*. For in vitro gene expression assays, MPs, MDPs, and CDPs were sorted as described above. Cells were cultured in Rosewell Park Memorial Institute (RPMI)-1640 medium (Lonza) supplemented with 10% fetal bovine serum (Atlanta Biological), β-mercaptoethanol (Gibco), non-essential amino acids (Life Technologies), and l-glutamine (Life Technologies) in the presence of 100 ng/ml recombinant Flt3L and/or 100 ng/ml recombinant GCSF (PeproTech) for 24 h. Gene expression for *Irf8* was assessed by quantitative reverse transcriptase polymerase chain reaction (RT-qPCR) protocol described above.

### Immunohistochemistry (IHC) and in situ hybridization (ISH)

Human PDAC and breast cancer tissue microarray (TMA) samples were stained using anti-GCSF IgGs (ab9691, Abcam) diluted 1:25 in blocking buffer (5% goat serum, 2.5% BSA in 1× PBS) on Bond Rxm autostainer. Antigen retrieval was performed using citrate-based Epitope Retrieval Solution (AR9961, Leica Biosystems), and immunostaining was visualized using 3,3′-diaminobenzidine by Bond Polymer Refine Detection Kit (DS9800, Leica Biosystems) using manufacturer’s recommendations. Human PDAC and breast cancer TMA-stained slides were scanned at 10× magnification on Zeiss Axio Scan Z1 Brightfield/Fluorescence Slide Scanner, visualized and graded based on staining intensity. ISH was performed on mouse tumor and BM tissues isolated from end-stage PyMT-B6 and KPC mice and age-matched normal mammary glands, pancreas, and BM. Tissues were fixed in 10% formalin o/n at 4 °C and embedded in paraffin. Then, 6 µM sections were taken, dried overnight, and stained with ISH probe specific for CSF3 gene (Cat. No. 400918, ACD) using the RNAscope 2.5 LS Duplex Assay (Cat. No. 32240, ACD) using the manufacturer’s recommendations for Leica Bond Rxm. For all quantifications, whole tissue slide scans were obtained at 10× or 20× magnification on Zeiss Axio Scan Z1 Brightfield/Fluorescence Slide Scanner. Additional 20× brightfield images were taken on the Nikon Eclipse 80i Epifluorescence microscope (Nikon). Whole tissue slide scans at 20× magnification were analyzed with HALO software (Indica Labs) using the Chromogenic RNA ISH Module. This allowed for thresholding and detection of positive probe staining on a single-cell basis to quantify average number of probe copies per cell.

### In vitro dendritic cell differentiation

BM cells were isolated, lineage depleted, and stained as described above. CD45.2^+^ MPs (Lin^-^cKit^+^ScaI^−^), MDPs, or CDPs were isolated from whole BM of tumor-bearing or tumor-free mice by cell sorting on the ARIAII system (BD). A total of 2500 sorted progenitors were plated on 1.125 × 10^6^ CD45.1^+^ BM cell feeder culture in RPMI-1640 medium (Lonza) supplemented with 10% fetal bovine serum (Atlanta Biological), β-mercaptoethanol (Gibco), non-essential amino acids (Life Technologies), and l-glutamine (Life Technologies) in the presence of 100 ng/ml recombinant Flt3L and/or 100 ng/ml recombinant GCSF (PeproTech) in 24-well plates. The medium was replaced after 3 days and cultures were analyzed after 5 days. To lift cells, 0.05% Trypsin (HyClone) was used. Cells were stained and analyzed as described for flow cytometry, identifying the progeny of isolated progenitors by CD45.2 positivity. For GCSF priming experiment, progenitors were treated with 100 ng/ml GCSF or media alone for 24 h prior to plating in differentiation assay described above.

### IRF8 overexpression in vitro

Retroviral vectors, MSCV Irf8 T2a Thy1.1, or MSCV empty vector T2a Thy1.1 control were obtained from Drs. Theresa and Kenneth Murphy (Washington University in Saint Louis, St. Louis, MO). Vectors were transfected into Phoenix-E cells using Trans-IT LT-1 (Mirus) according to the manufacturer’s instructions. Virus was collected at 48 h after transfection and concentrated by spin at 25,000 rpms for 2 h. CD45.2^+^Lin^-^cKit^+^ScaI^−^MPs were sorted at previously described and infected with concentrated virus in 8 μg/ml polybrene by spin infection at 1800 rpms for 45 min. Infection was allowed to proceed overnight. Cells were then plated into dendritic cell differentiation assay described above. Cells were analyzed at 3 days. Cells were maintained in 100 ng/ml Flt3L and/or 100 ng/ml GCSF through infection and differentiation assay.

### In vivo differentiation

BM CD45.1^+^Lin^−^cKit^+^ScaI^−^MPs were isolated as described above and transferred into sub-lethally irradiated 1.0 cm PyMT-B6 tumor-bearing mice and tumor-free controls by retro-orbital injection. After 2 weeks, CD45.1^+^ populations were analyzed by flow cytometry as described above.

### MDP/CDP adoptive transfer

BM MDP and CDPs were isolated as described above from the tumor-free mice and mice bearing end-stage orthotopic PyMT-B6 tumors. A total of 26,000 cells were adoptively transferred into each BATF3^−/−^ mouse by retro-orbital injection. PyMT-mCh-OVA was implanted as described above 3 days after adoptive transfer.

### Cytokine analysis

Blood serum was isolated from end-stage PyMT-B6 tumor-bearing mice and tumor-free controls. Blood was collected by cardiac puncture and allowed to clot for 30 min at room temperature. Clotted blood was separated by spinning at 1000 × *g* for 15 min. Serum cytokines were measured by Milliplex Multiplex Assay (EMD Millipore) according to the manufacturer’s instructions. Assays were analyzed on the Luminex 100 (Luminex Corp.). Serum Flt3L was measured by Mouse Flt-3 Ligand DuoSet ELISA (R&D Systems) according to the manufacturer’s instructions. Serum GCSF was measured by Mouse GCSF DuoSet ELISA (R&D Systems) according to the manufacturer’s instructions. Human patient serum was analyzed for GCSF using a Human GCSF ELISA Kit (Abcam) according to the manufacturer’s instructions.

### In vivo cytokine, antibody and drug treatment

Mice were subcutaneously injected with 2 μg recombinant GCSF (PeproTech) in 100 μl PBS every day for 10 days. Mice bearing 1.0 cm diameter PyMT-B6 tumors were treated with 30 μg Flt3L (Celldex) daily for 9 days by intraperitoneal injection. Mice bearing 1.0 cm diameter PyMT-B6 tumors were treated with 50 μg anti-GCSF IgGs (clone 67604, R&D Systems), 500 μg anti-IL-6 IgGs (clone MP5-20F3, BioXCell), or matched isotype control three times per week by intraperitoneal injection for 2 weeks. Mice were treated with anti-Ly6G IgGs (clone 1A8, BioXCell) or matched isotype control, first dose 400 μg, 100 μg for subsequent doses, three times per week beginning at time point indicated in the experiment. Mice were treated with 200 μg anti-PD1 IgGs (clone RMP1-14, BioXCell) every 3 days by intraperitoneal injection. Mice were treated with 50 μg poly I:C every 5 days by intratumoral injection, according to time points indicated in the experiment.

### Statistical analysis

GraphPad Prism Version 5 (GraphPad Software Inc.) was used for statistical analyses. The sample size was determined for all human and mouse analyses and in vivo experiments using experimental data from other studies to estimate appropriate numbers of samples and mice to achieve >85% confidence for a twofold change in any given parameter at the *p* < 0.05 significance level. The number of animals and in vitro replicates is specified in the figure legends. Variance was analyzed using an *F*-test. Parametric data were compared using an unpaired *t* test. Non-parametric data were compared using the Mann–Whitney *U*-test. The* p* < 0.05 was considered statistically significant. Data sets were tested for outliers using Grubbs’ test (extreme studentized deviate method). For tumor burden studies, two-way analysis of variance (ANOVA) was used to compare groups and *p* < 0.05 was considered statistically significant. Spearman’s correlation was used to compare human data points. For spearman’s correlations, correlation coefficient (*r*^2^) and *p* values are reported in the figure. Log-rank (Mantel–Cox) tests were used to assess differences in survival and *p* values are indicated in the figure; *p < 0.05; **p < 0.01; ***p < 0.001; n.s. denotes not significant. All data were presented as mean +/− s.e.m. or as box plots.

### Data availability

Microarray data displayed in Fig. 3d and Sup. Figure 6b are deposited in NCBI Gene Expression Omnibus under accession code GSE99467. All other remaining data are available within the article and Supplementary Files, or available from the authors upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

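The measurements are 16 one-color (Cy5) Agilent mouse arrays, 4 each of MDPs and CDPs from tumor-free and PyMT-B6-bearing mice. Groups follow the sample labels. The labels number the samples 2 to 5 in each group.

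For each array the authors deposited the spot table of Agilent Feature Extraction 11.5.1.1. Its processed signal is a spot intensity that the authors obtained by background subtraction and detrending within an array, without scaling between arrays. The same deposited tables hold the mean spot intensity and the median background intensity before correction, and flags of 0 or 1 for signal well above background, saturation and outlier spots. The authors also deposited a value table of log2 signals for 26793 probes. It was found to hold the log2 processed signal after quantile normalization: each of its 16 columns was nearest to its own array, with r of at least 0.9998. How its probes were selected is not stated, so this table was used only as an alternative. Probe positions are those printed in the spot tables, on mouse genome build mm9, and were not mapped anew. Symbols come from the spot tables, checked through RefSeq: of 28330 probes whose transcript was found there, 1403 carry another symbol. In all, 32468 probes have a symbol, for 24373 symbols.

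From these files the following was computed. Control spots and spots marked as non-uniform or population outliers (182 to 289 per array) were left out. The log2 processed signal minus the array's 75th percentile was averaged over the spots of a probe (399 probes are printed on 10 spots each), giving 39429 probes, and 0 were saturated. Probes well above background on at least 3 of 4 arrays in at least 1 group were tested (27433, of which 27301 have a value on every array). The group means of the 16 arrays were fitted with limma 3.58.1 in R 4.3.3 with data.table 1.17.8, so that the groups share an estimate of the spread. The median standard error of a tumor change was 0.306 log2 units, and 0.433 for the difference of the changes. A probe was called with a Benjamini-Hochberg FDR under 0.05 and a fold change above 1.5, as the paper's methods state. The comparisons are tumor-bearing against tumor-free within CDPs and within MDPs, the difference between these, and CDPs against MDPs within each tumor state. A gene with several tested probes is given by the probe with the highest mean over the arrays, and other probes are named where they part from it. Single genes also have an exact two-sided permutation test. Distances between arrays are 1 minus the Pearson correlation of centered and scaled values, with average linkage for trees. The paper's text names no normalization, distance or linkage.

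Gene lists were tested with camera and fry of limma on 1 probe per gene. Of 32 lists, 3 hold genes that the paper names (cDC program, granulocyte and monocyte program, IRF8 targets), 22 were written from general knowledge, and 7 are Reactome sets (Cell Cycle, Cytokine Signaling in Immune system, Innate Immune System, MHC class II antigen presentation, Chromatin modifying enzymes, Generic Transcription Pathway, Interferon Signaling) from the annotation of fgsea 1.28.0. The lists written from general knowledge cover inflammatory response, myeloid cell differentiation, cell cycle, cytokines and chemokines, MHC class I and class II presentation, chromatin modification, DC-lineage transcription factors, markers of cDC1s, cDC2s, pDCs, neutrophils, monocytes and macrophages, erythroid, B, T and NK, mast, megakaryocyte and mammary tumor cells, and STAT3-induced, interferon-stimulated and immediate-early genes. Genes are named in the text if the paper names them, or if they are among the 5 largest rises or falls of a tumor comparison among called genes with a symbol whose groups do not overlap, each taken by its probe with the highest mean. Other genes appear only as members of a list, or where they passed the test of a difference between the progenitors. The comparisons, thresholds, lists, naming rule and alternatives were fixed before the data were examined, except the slide block for gene lists and, for lists other than the interferon-stimulated one, the restriction to probes above background on all 16 arrays, which were added later.

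Alternatives were normexp background correction (offset 50), quantile normalization, scaling to the median of probes detected on all arrays, no filter, a filter on all 16 arrays, the deposited value table, slide and replicate number as blocks, only the groups compared in the fit, the methods' t-test, other thresholds, 1 probe per gene, other distances and probe sets, and leaving out each array. The fits were tested on simulated data, in which 36 of 100 probes moved by 1 log2 unit and 67 of 100 moved by 2 were called in the CDP comparison, with 6 unmoved probes among the calls (5.5%), and 0 unmoved probes were called in the MDP comparison. In simulated data the distance test gave an exact permutation p of 0.0286 for moved and 0.543 for unmoved groups. The RT-qPCR data, DAVID annotation, IRF8-/- gene lists and GMPs were not analysed here. Of the genes that the paper names, 2 are not reported here, although they stay in the list tests and in the adjustments over a list.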

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

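Tests chosen only after the result was seen are the splits for single gene lists, the slide block for lists, the strict filter (probes above background on every array) for lists other than the interferon-stimulated one, the tests against pDCs, granulocytes, handling and shared list genes, both tests of *Xist*, the background of the interaction genes and fry for list interactions. The fits of the strict filter for that list and of slide effects on CDP tumor-free replicate 5 were planned.

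Quality measures, distances, 8 list means and genes that the paper names were searched for a single array far from the other 3 of its group (Dixon's test at a chance of 5%). Of 152 groups 10 held such an array, somewhat more often than the 5% that chance gives. They are *Batf3* in CDP PyMT-B6 replicate 5 (−1.74, others −2.18 to −2.13), *Gfi1* in CDP PyMT-B6 replicate 5 (−2.89, others −1.20 to −0.96), *Cebpb* in MDP tumor-free replicate 3 (2.40), *Flt3* in MDP PyMT-B6 replicate 4 (0.41), *Gapdh* in CDP PyMT-B6 replicate 3 (6.39), and *Tap2* (−0.93), *Spi1* (3.76) and *Tbp* (0.73) in CDP tumor-free replicate 5. The list means of the granulocyte and monocyte program in MDP tumor-free replicate 5 (0.10) and of erythroid markers in MDP tumor-free replicate 3 (−1.70) complete them. CDP tumor-free replicate 5, the CDP sample on slide 1, holds 3 of the 8 single genes. Once slide effects were removed, 0 of these 3 were still past the critical value of Dixon's test, and 0 of all 8 (slide of the array). Its slide may therefore account for part of this pattern, but since it is the only CDP sample on that slide, slide and sample cannot be told apart.

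Limma's interaction test called 4 genes whose tumor change differs between CDPs and MDPs: *Vcan* rose in CDPs (difference 4.43, adjusted p = 0.00139) and *Cd209e* (−3.93, adjusted p = 0.00137), *Mmel1* (−3.06, adjusted p = 0.0108) and *Nedd4* (−2.68, adjusted p = 0.0149) fell more in CDPs. Each parted 4 of 4 CDP arrays from all controls. With the slide as a block the adjusted p values were 0.0194, 0.0192, 0.0927 and 0.0927 in the same order. Of 100 splits within each progenitor 4 gave as many calls, the real one included, and one of them gave 6445, with the 3 MDP arrays of slide 1 on one side, so chance is excluded only narrowly. For *Cd209e*, *Vcan* and *Mmel1* the probe was well above background on 0 of 8 MDP arrays. A signal near background in MDPs would produce the same difference and stays open for these genes. A second *Vcan* probe, with signal in MDPs, rose by 3.96 in CDPs (adjusted p = 0.0406) and had a difference of 3.48 that did not pass (adjusted p = 0.748). For *Nedd4* the probe was above background on 8 of 8 MDP arrays. It fell 11.4-fold in CDPs (−3.51) and by 0.83 in MDPs (adjusted p = 0.298), which argues against background as the source for this gene.

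By camera, the tumor change of 7 of 32 lists differed between CDPs and MDPs: pDC markers (adjusted p = 6.71e-06), DC-lineage transcription factors and Reactome Chromatin modifying enzymes (0.000876 each), Reactome Cell Cycle (0.00239), and the cDC program, inflammatory response and covalent chromatin modification (0.0133 each). The inflammatory response list moved up (by 0.55) and the others moved down in CDPs relative to MDPs (on average by −0.61 for the cDC program to −0.05 for Reactome Cell Cycle). By fry, which allows for correlation between the genes of a list, 0 passed, and 27 of 100 splits of the arrays gave as many calls by camera. Chance and correlation between genes could each account for this count.

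Lists that stand for a program or theme the paper names are left out of what follows. The interferon-stimulated list fell in both progenitors (CDPs: mean −1.09, 17 of 18 genes, 4 of 4 samples, camera adjusted p = 2.14e-09; MDPs: mean −1.07, 18 of 18 genes, 4 of 4 samples, 3.37e-08; fry 0.00471 each). Its range over the alternatives was 3.49e-11 to 0.0723 in CDPs and 5.77e-10 to 0.0916 in MDPs. Uneven slides and dim probes are argued against: fry with the slide as a block gave 0.00227 and 0.00242, and fry over probes above background on every array 0.00367 and 0.00582. Among splits, as small a p came from 1 of 35 in MDPs, the real split alone, and from 2 of 35 in CDPs. The real split always counts, and these counts are not adjusted over the lists examined. They argue against chance in MDPs and leave it open in CDPs. Fewer pDCs in the gate are a candidate explanation. The pDC markers changed by −0.23 on average in MDPs, where the list did not pass, and by −0.79 in CDPs (11 of 14 genes lower, camera adjusted p = 4.84e-07). The fall in CDPs goes with this candidate, whereas *Siglech* rose there by 0.37. None of these values excludes it. The broader Reactome Interferon Signaling set fell less, by 0.09 in CDPs (camera adjusted p = 0.0448, by fry adjusted p = 0.25) and 0.30 in MDPs (camera adjusted p = 0.11). With the slide as a block its means were −0.19 and −0.20. In that fit it passed by fry (adjusted p = 0.00669 and 0.0427) but not by camera (adjusted p = 0.0952 and 0.178).

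The STAT3-induced list rose in both (CDPs: mean 1.15, 13 of 13 genes, 4 of 4 samples, camera adjusted p = 2.14e-09; MDPs: mean 0.56, 11 of 13 genes, 3 of 4 samples above every control, 1.83e-06; fry 0.00119 and 0.028, ranges 6.16e-10 to 0.0683 and 6.94e-07 to 0.117). Fry with the slide as a block gave 0.000856 and 0.0193. Handling of the cells would raise immediate-early genes alike, but the STAT3-induced list rose more than they did, by 0.978 in CDPs and 0.783 in MDPs (exact permutation p = 0.0286 in each). Without the genes shared with the immediate-early and neutrophil lists, 10 genes were left and fry gave p values of 0.000355 and 0.0103. As small a p came from 1 of 35 splits in CDPs, the real one, and 2 of 35 in MDPs. Without adjustment over the lists, this argues against chance in CDPs and leaves it open in MDPs. The paper reports more phosphorylated STAT3 protein in MDPs and CDPs of tumor-bearing mice, and higher STAT3 target transcripts may be its counterpart, a hypothesis that these arrays alone cannot settle. In MDPs it also has chance left open.

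Neutrophil granule and maturation markers rose in CDPs (mean 0.89, 14 of 18 genes, 3 of 4 samples above every control, camera adjusted p = 1.37e-07, by fry adjusted p = 0.00471, range 2.80e-08 to 0.117) and in MDPs (mean 0.66 but median 0.20, camera adjusted p = 6.5e-05, by fry adjusted p = 0.103). As small a p came from 2 of 35 and 3 of 35 splits, which leaves chance open. Mature granulocytes in the gate are a candidate explanation. The late granule genes *Ngp*, *Camp* and *Ltf* went the other way, with a median change of −0.454 in CDPs and −0.865 in MDPs (0 of 3 higher), whereas *S100a8* rose by 2.19 in CDPs and *Retnlg* by 2.76 in MDPs. These members point both ways, so granulocytes and an early granulocyte program cannot be told apart.

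In CDPs pDC markers (mean −0.79, 11 of 14 genes, 4 of 4 samples, camera adjusted p = 4.84e-07, range 2.89e-08 to 0.0614), DC-lineage transcription factors (mean −0.51, 14 of 20 genes, 4 of 4 samples, 6.5e-05, range 7.17e-06 to 0.0164) and erythroid markers (mean −0.86, 11 of 13 genes, 1 of 4 samples below every control, 6.5e-05, range 2.17e-05 to 0.117) fell. In MDPs cDC2 markers fell (mean −0.78, median −0.21, 8 of 9 genes, 4 of 4 samples, camera adjusted p = 0.0410, range 0.00413 to 0.156). Over probes above background on every array the fall of cDC2 markers in MDPs was not seen (6 genes, mean −0.12, camera adjusted p = 0.713, by fry adjusted p = 0.366), so it rests on dim probes. The 3 lists in CDPs passed there by camera (adjusted p = 2.66e-07, 0.000607 and 0.000607 in the order above). As small a p came from 1 of 35 splits for pDC markers and 3 of 35 for erythroid markers in CDPs, and from 19 and 7 of 35 in MDPs. Without adjustment over the lists, only the count for pDC markers in CDPs argues against chance. For the DC-lineage and cDC2 lists splits were not counted singly.

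*Xist* fell in CDPs (−0.83, limma adjusted p = 0.0107, 4 of 4 samples). Its other probe changed by −0.89 (adjusted p = 0.108), and in MDPs the change was −0.57 (adjusted p = 0.223). Cells of male mice would bring signal of *Ddx3y*, *Kdm5d* or *Uty*, which were above background on 0 of 16 arrays. *Eif2s3y*, also on the Y chromosome, was above background on 4 of 4 tumor-free and 3 of 4 tumor-bearing CDP arrays, a signal that is not explained here. It did not rise with tumor (−1.44, limma adjusted p = 0.627), as male cells among the tumor-bearing samples would require. With the slide as a block the change of *Xist* was −0.806. These values argue against the slides and, with the reserve that *Eif2s3y* leaves, against male cells, and the cause is open.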

How the results depend on the processing

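Every alternative except 1 was chosen before any result was seen. The slide block for gene lists was added afterwards. The filter on all arrays was planned for counts and genes and, among lists, for the interferon-stimulated one, and its values for other lists were looked at only afterwards. Leave-outs, with 1 array left out at a time, are given as a range.

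Counts of called probes were compared in 84 alternatives, of which 31 moved the count by more than 1.5 times, and 80 leave-outs, of which 26 did. For the differentially expressed genes in CDPs (494 probes) they were 1248 with the slide as a block and 56 with only the groups compared in the fit. The methods' t-test at an unadjusted p under 0.05 and a fold change above 1.5 gave 2081, and 3 after adjustment. The 2081 split into 789 higher and 1292 lower, against 220 and 274. Leave-outs gave 155 (without PyMT-B6 replicate 4) to 581. The other alternatives, among them normexp (393), quantile normalization (516) and fold change above 2 (338), stayed within 1.5 times. With the slide block 485 of the 494 probes were called, and all 494 kept their direction.

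For the differentially expressed genes in MDPs (18 probes) the counts were 6 with normexp, 11 with quantile normalization, 10 without a filter, 10 with the filter on all arrays, 7 with the deposited value table, 44 with the slide block, 5 with only the groups compared, and 1026 and 1 with the methods' t-test before and after adjustment. Their splits into higher and lower were 4 and 2 with normexp, 8 and 3 with quantile normalization, 5 and 2 with the value table and 16 and 28 with the slide block. Leave-outs gave 1 (without tumor-free replicate 4, and likewise PyMT-B6 replicate 4) to 46 (without PyMT-B6 replicate 5). Of the 18 probes, 16 were called with the slide block. The count in MDPs thus depends on each of these choices.

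For the difference of the tumor effect (4) the counts were 0 with normexp, quantile normalization and the value table, 1 with the filter on all arrays, and 2 with the slide block and with 1 probe per gene. The 0 stand beside 1106 probes at an unadjusted p under 0.05 in limma's fit on the 75th percentile. Leave-outs gave 3 to 7. The t-test and a fit of only the groups compared have no interaction here.

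The genes that differ between CDPs and MDPs in tumor-free mice (1673 probes) numbered 2925 with the slide block, 1003 at fold change above 2 and 2993 with the t-test before adjustment, and 1117 to 1504 in leave-outs. The genes that differ between CDPs and MDPs in tumor-bearing mice (1993 probes) numbered 1274 at fold change above 2, 800 with only the groups compared, 4127 and 608 with the t-test before and after adjustment, and in leave-outs 1127 (without CDP PyMT-B6 replicate 2) to 3288 (without MDP PyMT-B6 replicate 5). The slide block gave 1732 calls in tumor-bearing mice, fewer than the 2925 in tumor-free mice, so the order of the counts turned around. With normexp the tumor-free calls split into 591 higher and 855 lower, against 806 and 867.

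Samples of different groups share the numbers 2 to 5. Same-numbered samples did not deviate together (mean r of −0.0702 over 24 pairs, −0.695 to 0.481, 8 above 0.1), whereas samples on the same slide did (mean r of 0.331 over 22 pairs, 19 above 0.1). The number as a replicate block gave 371 calls for the differentially expressed genes in CDPs, 10 in MDPs and 4 for the difference. It gave 1431 calls for the genes that differ between CDPs and MDPs in tumor-free mice and 1513 for the genes that differ between CDPs and MDPs in tumor-bearing mice. The numbers do not pair the samples, so this block is only another fit.

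Of the 54 values of single genes that the paper names (27 in each progenitor), 6 were called, and 1 with only the groups compared, 11 with the unadjusted t-test, 0 with the adjusted t-test and 2 to 7 in leave-outs. Over all named genes, 849 alternative values were the same call in 763, lost a call in 78 and gained one in 8. Most losses came with the adjusted t-test (28) and only the groups compared (18), then normexp (11), no filter (6), the value table (5), the replicate block (5), quantile normalization (3) and the slide block (2). No called gene changed its sign, and 28 uncalled values did. Leave-outs lost a call in 80 of 640 and gained none.

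The distance of CDPs to MDPs over all tested probes (0.0304, exact permutation p = 0.457) was 0.0877 with the slide block (exact permutation p = 0.0286), −0.0192 over the 1000 most variable probes (exact permutation p = 0.8) and −0.0432 over probes called in MDPs (exact permutation p = 0.343). Leave-outs gave 0.00125 to 0.0563. Euclidean distance gave an exact permutation p of 0.171. Over called probes the difference (0.0743) was 0.180 with the slide block and −0.131 (without CDP tumor-free replicate 2) to 0.206 in leave-outs. The other 18 of 22 distance alternatives kept sign and size.

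Of the 64 list tests 23 passed by camera, 17 by fry, 21 with the slide block, 2 with the correlation estimated and 20 to 24 in leave-outs. For the named lists, the cDC program in MDPs gained a call by fry (adjusted p = 0.0214), and with the correlation estimated the granulocyte and monocyte program (0.168) and IRF8 targets (0.0614) in CDPs lost theirs. Among the other lists, 37 of 348 alternatives lost and 11 gained a call. The replicate block changed no list call. The filter on all arrays, which is not part of the ranges printed for lists, lost 5 calls by camera, those of the cDC program in CDPs (adjusted p = 0.0513), cDC2 markers in MDPs (0.713), monocyte and macrophage markers in CDPs (0.0742), and Reactome Innate Immune System (0.0719) and Chromatin modifying enzymes (0.142) in MDPs, and gained 1, of megakaryocyte markers in MDPs (0.0331).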

Differences from the paper's values

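Tests chosen only after the result was seen are the splits for single lists. The paper gives no count or value for the arrays in its text, and its Supplementary Tables 2 to 4 were not used here, so only directions can be set side by side. Of 6 cDC program genes that the paper states as not upregulated in tumor-bearing mice, 6 were lower in CDPs and 4 in MDPs, of which 3 and 1 passed the threshold. Of the granulocyte and monocyte genes *Cebpe*, *Gfi1*, *Cebpa*, *Id1* and *Cebpb*, stated as increased, 5 of 5 were higher in CDPs and 4 in MDPs, of which 1 and 0 passed (2 and 2 at adjustment over the list alone). Of 7 IRF8 target genes, 6 were lower in each progenitor, and 1 and 0 passed.

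The paper reports lower *Irf8* mRNA in progenitors of tumor-bearing mice (Fig. 3c). That result comes from RT-qPCR, which was not analysed here. On the arrays the change was −0.02 in CDPs and −0.13 in MDPs and was called under no alternative, although with the slide as a block it was −0.24 in CDPs (adjusted p = 0.165, range 0.165 to 0.994) and 0.08 in MDPs. Uneven slides may therefore hide a small fall in CDPs. In MDPs, *Batf3*, *Bcl11a* and *Cebpe* changed opposite to the stated direction, by 0.21, 0.03 and −0.28, none past the threshold. *H2-Q8* rose by 0.13 in CDPs, and by −0.05 with the slide block, in place of a fall. *Batf3* in MDPs also stands among the IRF8 targets as the exception there. *Zbtb46* in CDPs passed by a second probe (−3.08, adjusted p = 0.0223) but not by its brightest. *Id1* in CDPs passed with the slide block (adjusted p = 0.00674, range 0.00674 to 0.145) and with the filter on all arrays (0.0414).

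For the clustering in Fig. 3d, the tree of group means over called probes by Pearson correlation joined groups by tumor state. The tree of group means over all tested probes joined them by cell type. The tree of single arrays over all tested probes did not split first by cell type. It set apart 1 MDP tumor-free, 2 MDP tumor-bearing and 1 CDP tumor-free array, the same make-up as slide 1. The order of Fig. 3d, with tumor-bearing CDPs next to the MDPs and tumor-free CDPs last, came with Euclidean distance and with centered but unscaled values, which suggests that the distance or scaling behind Fig. 3d may differ from those used here. Over all tested probes tumor-bearing CDPs were nearer to the MDPs by 0.0304, which permutation does not tell from 0 (exact permutation p = 0.457). With the slide as a block they were nearer by 0.0877 (exact permutation p = 0.0286, the smallest that 70 relabelings can give). The answer over all tested probes thus depends on whether the slide is fitted.

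For the DAVID terms, lists of the same theme passed by camera in the stated direction for 2 themes in CDPs, inflammatory response and covalent chromatin modification. In CDPs myeloid cell differentiation (0.11) passed only by fry (0.028, range 0.028 to 0.649), cell cycle (0.317) with the slide block (0.0125, range 0.0125 to 0.656), and MHC class II presentation (0.0779) after quantile normalization (0.0261, range 0.0261 to 0.367) and without a filter (0.0366). In MDPs, cell cycle and MHC class II presentation passed by camera in the stated direction but not by fry. For transcriptional regulation the Reactome set did not move (0.983), while the DC-lineage transcription factors fell in CDPs. Cytokine genes passed under 0 of 6 alternatives (camera, adjusted p 0.836 to 0.981, 11 of 19 genes higher), and in MDPs they fell. Lists written here differ from the GO terms of DAVID, and a term enriched among called genes need not move as a whole, so these are not tests of the paper's terms. Among splits, 3 of 35 gave as small a p for the granulocyte and monocyte list and 2 of 35 for IRF8 targets in CDPs, and chance stays open for these lists. For the cDC program in CDPs only the real split did (1 of 35), which argues against chance, without adjustment over the lists.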

Other observations

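Tests chosen only after the result was seen are the splits with the slide as a block, the splits for single lists, the comparison of calls with the slide block and after quantile normalization, and the tests against tumor cell RNA. The other splits and the simulation of the step from MDP to CDP were planned.

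Whether chance alone gives as many calls was examined by counting over other splits of the same arrays. For CDPs (494 calls) 1 of 35 splits gave as many, the real one, and likewise for CDPs against MDPs in tumor-free mice (1 of 35) and in tumor-bearing mice (1 of 35, the next with 117 calls), so chance is excluded. For MDPs (18 calls) 3 of 35 splits gave as many. The other two gave 4068 and 5144 calls, and both put the 3 MDP arrays of slide 1 on one side, so the slide moves more probes in MDPs than the tumor does. With the slide as a block 1 of 35 splits gave as many in CDPs (the next with 3 calls) and 1 of 35 in MDPs (the next with 2), which excludes chance for both. The number of list tests past the threshold (23) was reached by 1 of 100 splits, with a median of 9 and at most 19 in the others.

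Uneven slides do not explain the calls as a set. Of those in CDPs 98.2% and of those in MDPs 88.9% were made again with the slide as a block, and 412 of the CDP calls after quantile normalization.

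The 7 IRF8 target genes that the paper measured by RT-qPCR changed in CDPs by a median of −0.41 and a mean of −0.45 (camera adjusted p = 0.00115, by fry adjusted p = 0.00149, range 0.000193 to 0.0614, list mean lower in 4 of 4 samples). *Pml* (chromosome 9, 58066349 to 58066408) fell 2.23-fold, from −0.05 ± 0.37 to −1.20 ± 0.49 (n = 4 each, change −1.16, SE 0.25, limma adjusted p = 0.0309), a call kept in 3 of 8 leave-outs, and its other probe changed by −1.68 (adjusted p = 0.1). *Tap2* changed by −0.56 (adjusted p = 0.38), *Tapbp* by −0.41 (0.257), *H2-DMa* by −0.41 (0.482) and *H2-Ke6* by −0.31 (0.363). In MDPs the median was −0.24 and the mean −0.22 (camera adjusted p = 0.256), with *Pml* at −0.68 (adjusted p = 0.397) and the others between −0.39 (*H2-DMa*) and 0.21 (*Batf3*). Of 35 splits, 2 gave as small a p in CDPs and 8 in MDPs, so chance is not excluded. For the cDC program these were 1 and 4 of 35, and for the granulocyte and monocyte program 3 and 18. MHC class I presentation as a wider list did not move (mean −0.04 in CDPs and −0.02 in MDPs, camera adjusted p = 0.69 and 0.806).

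Other genes that the paper names were not called in CDPs or MDPs: *Id2* (0.69, adjusted p = 0.751, and 0.23, dim in MDPs), *Csf3r* (0.13, 0.872, and −0.27, 0.666), *Spi1* (0.22, 0.686, and 0.16, 0.702), *Irf4* (−0.67, 0.573, and −1.61, 0.253), *Flt3* (−0.79, 0.296, and −0.09, 0.904), *Stat3* (0.41, 0.181, and 0.30, 0.485), *Gapdh* (0.32, 0.63, and 0.04, 0.94) and *Tbp* (0.08, 0.936, and 0.20, 0.757). For *Csf3r*, which the paper reports as unmodified by tumors, the files place the probe on chromosome 19.

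Marker lists of other cells were tested for admixture. Monocyte and macrophage markers rose in CDPs (mean 0.59, 15 of 18 genes, 3 of 4 samples above every control, camera adjusted p = 0.0164, by fry adjusted p = 0.0548) and not in MDPs (mean −0.17, adjusted p = 0.578), a difference between progenitors that was not among the lists past the interaction test. Erythroid markers fell in MDPs as well (mean −0.63, 12 of 13 genes, 3 of 4 samples, camera adjusted p = 0.0132, by fry adjusted p = 0.0629). The remaining lists passed in neither progenitor, except cDC2 markers in MDPs: cDC1 markers (−0.45, adjusted p = 0.296, and −0.67, 0.553), cDC2 markers in CDPs (−0.50, 0.11, range 0.0283 by fry to 0.423), pDC markers in MDPs (0.505), DC-lineage transcription factors in MDPs (0.628), B (0.699 and 0.35), T and NK (0.702 and 0.228), mast cell and basophil (0.25 and 0.627), megakaryocyte (0.317 and 0.0936) and immediate-early genes (0.383 and 0.514). For T and NK markers in CDPs the median was 0.22 and the mean −0.15.

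RNA of tumor cells is a candidate explanation of genes higher in tumor-bearing mice. The mammary tumor cell markers changed by 0.477 in CDPs (camera adjusted p = 0.296) and −0.430 in MDPs (adjusted p = 0.555). With the slide as a block the changes were 0.0475 (camera adjusted p = 0.868) and −0.0005 (adjusted p = 0.649), so their size depends on the slides. The list passed in neither fit, and a small share of such RNA could not be told apart from none.

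If tumors held CDPs back at the MDP stage, probes that rise from MDP to CDP in tumor-free mice would fall with tumor. Over 27301 probes the tumor change in CDPs and the step from MDP to CDP correlated with r = −0.326. The tumor-free CDPs enter both with opposite sign, which can lower the correlation by itself. Of 100 simulations of unchanged groups 36 had a correlation as low (mean −0.235, from −0.763 to 0.570). These drew arrays at random over the slides, whereas each tumor-free group held 1 array of every slide. Their spread therefore does not match the design, and they cannot decide the question. With the tumor-free CDP arrays divided between the comparisons the correlation ran from −0.301 to 0.204. The correlation is therefore not taken as evidence for or against a block at that stage. Of the probes called with part of the tumor-free CDP arrays (570 to 929), 56.2% to 74.6% moved back against the other arrays. That share leans towards a block. It was not set against the share that unchanged groups give, so it does not settle the question.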
